# Single neonatal estrogen implant sterilizes female animals by decreasing hypothalamic KISS1 expression

**DOI:** 10.1038/s41598-023-36727-8

**Published:** 2023-06-14

**Authors:** Chan Jin Park, Shiori Minabe, Rex A. Hess, Po-Ching Patrick Lin, Sherry Zhou, Shah Tauseef Bashir, Radwa Barakat, Arnon Gal, CheMyong Jay Ko

**Keywords:** Reproductive biology, Infertility

## Abstract

Reproductive sterilization by surgical gonadectomy is strongly advocated to help manage animal populations, especially domesticated pets, and to prevent reproductive behaviors and diseases. This study explored the use of a single-injection method to induce sterility in female animals as an alternative to surgical ovariohysterectomy. The idea was based on our recent finding that repetitive daily injection of estrogen into neonatal rats disrupted hypothalamic expression of Kisspeptin (KISS1), the neuropeptide that triggers and regulates pulsatile secretion of GnRH. Neonatal female rats were dosed with estradiol benzoate (EB) either by daily injections for 11 days or by subcutaneous implantation of an EB-containing silicone capsule designed to release EB over 2–3 weeks. Rats treated by either method did not exhibit estrous cyclicity, were anovulatory, and became infertile. The EB-treated rats had fewer hypothalamic Kisspeptin neurons, but the GnRH-LH axis remained responsive to Kisspeptin stimulation. Because it would be desirable to use a biodegradable carrier that is also easier to handle, an injectable EB carrier was developed from PLGA microspheres to provide pharmacokinetics comparable to the EB-containing silicone capsule. A single neonatal injection of EB-microspheres at an equivalent dosage resulted in sterility in the female rat. In neonatal female Beagle dogs, implantation of an EB-containing silicone capsule also reduced ovarian follicle development and significantly inhibited KISS1 expression in the hypothalamus. None of the treatments produced any concerning health effects, other than infertility. Therefore, further development of this technology for sterilization in domestic female animals, such as dogs and cats is worthy of investigation.

## Introduction

To manage the overpopulation of dogs and cats, as well as other domestic pets, surgical removal of the gonads has long been a routine procedure in veterinary medicine because it produces sterility and eliminates several potential reproductive diseases^1–3^. Reproductive sterilization is preferable to contraception in animals because it is permanent and irreversible; whereas in humans, contraception is preferred because of the desire to control timing of pregnancy, without inducing permanent infertility. Surgical sterilization of animals is well accepted in the United States and other countries, but there has been a long-standing desire for a non-surgical alternative. However, finding an effective, affordable, and humane method has been unsuccessful. The results reported here were obtained by adapting an old chemical, estradiol benzoate (EB), to a new approach of transient neonatal exposure to inhibit kisspeptin neuron development for inducing sterilization in female animals.

Reproduction in mammals is regulated by the hypothalamus-pituitary–gonadal (HPG) axis. An ideal chemical sterilizing agent for animals would be one requiring a single injection that is capable of causing a permanent loss of fertility by targeting a component of the HPG axis. So far, numerous efforts have focused on HPG inhibition using various chemosterilants, hormone analogs and immunocontraception methods to induce sterilization or contraception in domestic pets and food-production animals^4–15^. However, these methods have received limited acceptance, partly because they provide only temporal inhibition, and require repeated dosing to maintain infertility throughout the animal’s reproductive life. In this study, we devised a method that targets neonatal development of the Kisspeptin neurons, with the potential to induce sterility in the female.

Hypothalamic neurons produce two key reproductive hormones, kisspeptin (KISS1) and gonadotropin releasing hormone (GnRH)^16–18^. KISS1, secreted by Kisspeptin neurons, binds to the KISS1 receptor (GPR54) in cell membranes of GnRH neurons, triggering the release of GnRH. GnRH is transported into the pituitary via the portal vein where it stimulates the synthesis and secretion of gonadotropins, luteinizing hormone (LH) and follicle stimulating hormone (FSH), which enter the circulation for delivery to the gonads. LH and FSH stimulate gonadal steroidogenesis, primarily estradiol (E2) production in females, and ultimately regulate growth and release of the germ cells (oocytes)^19^. This stepwise pathway of hormonal stimulation is essential for not only development of the female reproductive system but also for regulatory maintenance of oocyte maturation, ovulation, successful fertilization and pregnancy. Therefore, disruption of the hypothalamic Kisspeptin neuron and/or hypothalamus-pituitary pathway has the potential to impair fertility and even induce sterility. Indeed, gene ablation of *Kiss1,* its receptor *Gpr54,* or the pituitary hormone, LHβ, resulted in hypogonadism and sterility^20–22^, which supports the keen interest in targeting these components of the HPG in the treatment of infertility.

The hypothalamus undergoes sexual differentiation during the neonatal period^23,24^ and exogenous estrogen has been shown to disrupt this process by decreasing the density of Kisspeptin neurons and consequently GnRH neuron activation^25^. A reduction in *Kiss1* expression in the brain of female rats after neonatal treatment with EB was previously reported by Navarro et al.^26^. Recently, we and others^27,28^ found that repetitive daily treatments with EB over a 4–11-day neonatal period substantially inhibited KISS1 protein and mRNA expression in the hypothalamic arcuate nucleus (ARC) region in the female rat. However, repeated injections of a treatment would not be optimal for promoting an alternative to ovariohysterectomy (OVX) in female animals. Therefore, we tested the hypothesis that giving a single neonatal dose of EB in a sustained but temporary release carrier would inhibit Kisspeptin neurons sufficient to induce permanent infertility (sterility), without inducing adverse health effects. Initially, we employed conventional silicone capsules to deliver the EB for a duration exceeding 10 days in rats, and assessed the reproductive capabilities. Then, we formulated poly lactic-co-glycolic acid (PLGA) microspheres to achieve a similar release pattern but in a biodegradable composition. Finally, a long-term goal is to use this type of method for inducing sterility in canines; therefore, a first-step study was performed to determine if neonatal EB would also inhibit KISS1 expression in the female dog.

## Materials and methods

Neonatal female rats were used for the initial studies, with all treatments given on the day of birth (postnatal day [PND] 0.5). In the first study, controls (silicone capsule with oil) were compared to a single injection of EB (in silicone capsule for slow release) and to daily injections of EB (in oil) over 11 days (Fig. 1). However, we found the silicone capsules complicated to prepare and handle and because they were permanently embedded under the skin, EB-loaded PLGA microspheres were developed as an alternative biodegradable solution that could be given by a single injection.

**Figure 1:**
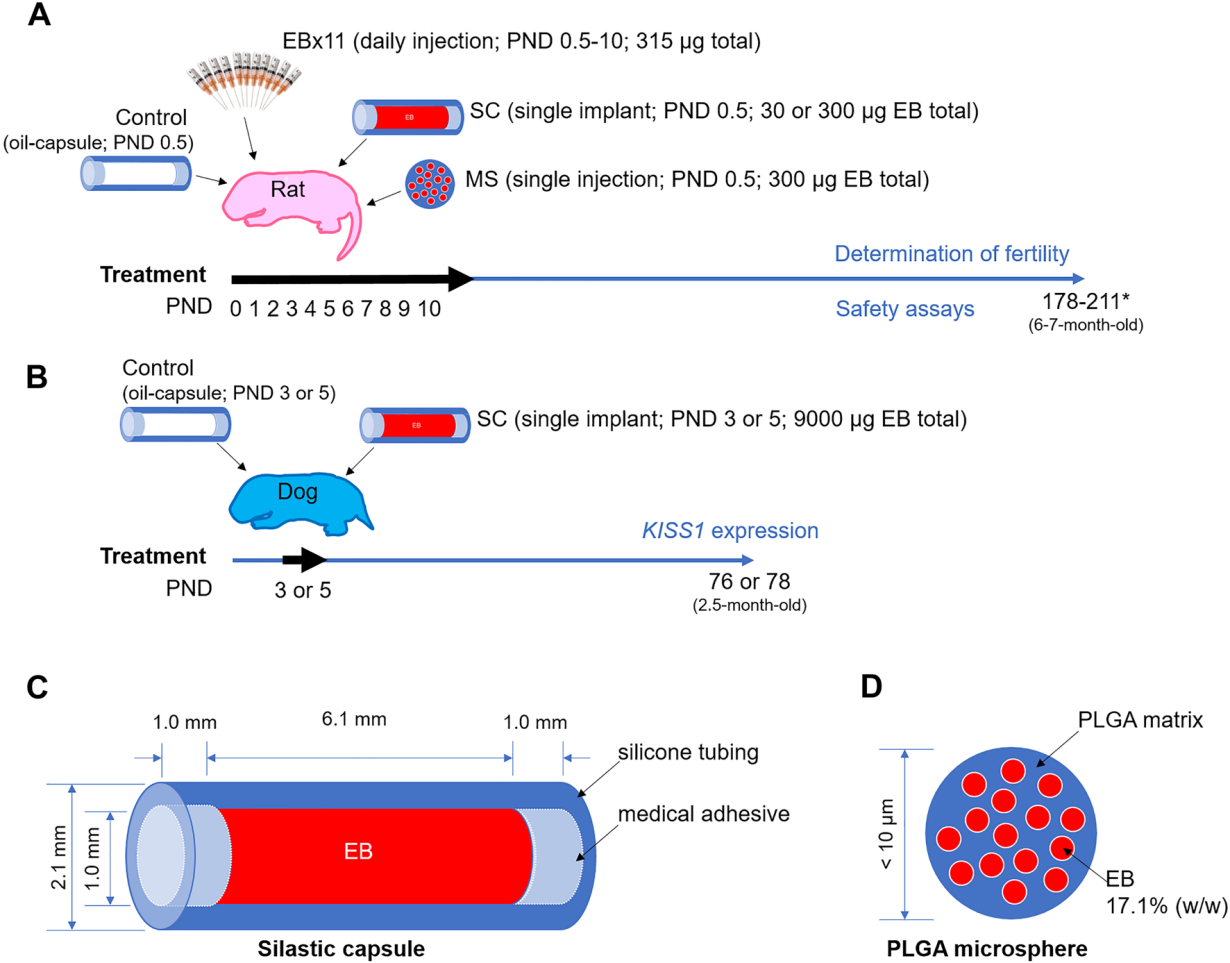
Experimental design. (**A**) Female rats on PND 0.5 were placed into one of the following treatment groups and followed for seven months: control (silicone capsule filled with oil); EBx11 (subcutaneous injection of estradiol benzoate, EB, for 11 consecutive days for a total of 315 µg, PND 0.5–10); SC30 or SC300 (single subcutaneous impant of silicone capsules containing either 30 or 300 µg EB); EBMS300 (single injection of microspheres containing 300 µg of EB. *, some animals kept until PND 335 to determine late vaginal opening (Supplementary Fig. 2). (**B**) Female Beagle dogs received SC9000 (silicone capsules containing 9000 µg EB) on PND 3 or 5, and their hypothalamic *KISS1* expression was compared to that of control groups’ at PND 78. (**C**) Implants were made of silicone capsules with an inner diameter of 1.0 mm filled with EB and endcaps of silicone adhesive. (**D**) Biodegradable microspheres (EBMS300) consisted of matrix of poly lactic-co-glycolic acid (PLGA) forming spheres having less than 10 µm diameter and physically entrapping EB at 17.1% concentration.

### Animals

Sprague Dawley rats used in this study were purchased from Charles River Laboratory and bred at the University of Illinois Division of Animal Resources and maintained under controlled lighting (12 h light/12 h dark) with continuous access to food and water. Rats were acclimatized for one week prior to beginning the experimental procedures. Breeder pairs were housed together for 14 days, with pregnant females then being housed individually, and pups were weaned at 21 days of age (Fig. 1). The rats were euthanized by CO_2_ asphyxiation followed by cervical dislocation, as approved by the University of Illinois Animal Care and Use Committee.

Neonatal female Beagles (*canis lupus familiaris*) were purchased and housed at a Class R research facility, Ridglan Farm (Ridglan Inc., Blue Mounds, WI). Dogs maintained under controlled lighting (12 h light/12 h dark). Newborn puppies received their mother’s milk until weaning. The pups were fed a commercially available feed and water was available ad libitum from automatic waterers. Dog were monitored daily during the study period to determine undesired side effects of treatment. They were euthanized at PND 76–78 by intravenous injection of Fatal Plus^®^ (0.04 mg/kg; Vortech Pharmaceuticals, Dearborn, MI) (Fig. 1), as approved by the Ridglan Animal Care and Use Committee.

### EB-capsules and EB-microspheres

Silicone capsules (SC) were fabricated using Silastic™ tubing (Cat. 508-005, Dow Corning, Midland, MI) pre-cut to length (volume calculated from the inner diameter) to hold sufficient dosage, with an extra 1 mm on each end for sealing with medical silicone adhesive^29,30^. EB (Cat. #E8515, Sigma, St. Louis, MO) was mixed with sesame oil (Cat. S3547, Sigma) and loaded by syringe into the silicone capsules at a total dosage of either 30 or 300 μg and sealed with the adhesive.

EB-loaded PLGA microspheres (EBMS) were synthesized by SpineThera (Minneapolis, MN), with the final product of EBMS being in a dry powder form (Lot 6028–119, SpineThera; 17.1% EB, D_50_ = 3.64 µm, D_90_ = 5.48 µm, D_99_ = 8.72 µm) that was then reconstituted with PBS solution (pH 7.4) to 50 μl for injection by syringe.

### Rat experimental groups

Several female rat experiments were performed using the following different treatment groups (A–D):

A. Control (Silicone capsule with sesame oil vehicle only, implanted on PND 0.5);
B. EBx11(Daily subcutaneous injections, given for 11 consecutive days for an EB total approximately 48 mg/kg BW, in 50 µL of sesame oil, using a dose of 10 µg on PND 0.5 to 3, 25 µg on PND 4 to 6, and 50 µg on PND 7–10)^27^;
C. SC300 (High-dose single injection of EB in silicone capsule containing 300 μg EB in sesame oil, implanted on PND 0.5 at approximately 46 mg/kg BW);
D. SC30 (Low-dose single injection of EB in silicone capsule containing 30 μg EB in sesame oil, implanted on PND 0.5 at approximately 4.6 mg/kg BW).

The injections and implants were placed subcutaneously in the back of the nape area^31^. Impantation was performed by skin incision with a sterile 10-gauge needle or surgical scissors after wiping the skin with Betadine^®^ disinfectant solution. The incision was sealed with tissue adhesive (Fig. 1). For some endpoints only control and SC300 groups were used (E2 concentrations; gene expressions) or control, EBx11 and SC300 groups (Body and organ weights; mammary gland morphology; liver histopathology). In all experiments, the female neonatal (newborn) rats were divided randomly into the respective treatment groups using Research Randomizer (https://www.randomizer.org/). The number of animals used per treatment group is listed for each experiment and associated endpoints. For some endpoints, there are unequal numbers between groups, which was due to tissue sample availability, animal terminations for short-term studies and the number of female rats born for inclusion in a specific trial.

### Rat experiment 1: fertility study; EB treatment by single capsule versus multiple injections

Fertility of the female rats was determined at PND 180–210 (6–7 months), a time point that would represent the middle age of their reproductive life span. Female controls (n = 11), EBx11 (n = 4), SC300 (n = 8), and SC30 (n = 4) were housed continuously with proven breeder males for 14 days and fertility outcomes determined 21 days later. Percent fertility was calculated as the number of females that gave birth divided by the total number of females per group in each round of tests. Some rats, control (n = 6) and SC300 (n = 5) were kept until PND 335 (11-month-old) to determine if a late vaginal opening had occurred.

### Rat experiment 2: short-term study, ovarian histology and serum hormones

Experiment 2 included four treatment groups: Control (n = 7), EB ×  11 (n = 3), SC300 (n = 4), SC30 (n = 3). On PND 60–70 (2–2.5 months), blood was collected from all animals by tail vein puncture for serum E2 and testosterone measurements (described below) and the females were euthanized on PND 75. The ovaries and uteri were collected for histological evaluation (described below).

### Rat experiments 3 and 4: long-term study, body weight, estrous, vaginal opening, organ weights and histology, femur bone measurement, serum chemistry and hormone analysis

Experiment 3 included four treatment groups: Control (n = 8), EBx11 (n = 6), SC300 (n = 5), SC30 (n = 9). Experiment 4 included two treatment groups: Control (n = 6) and SC300 (n = 5), For some endpoints, data were combined from both experiments: body and organ weights, serum chemistry, CBC and hormone measurements. On PND 178–211 (6–7 months), body weights were determined and the stage of estrous cycle and vaginal opening were evaluated for each animal. Blood was then collected for serum chemistry, CBC and hormone measurements (described below) and the females were then euthanized. The anovaginal distance (AVD) was measured and the major organs removed and weighed. The ovaries, the uteri and livers were collected for histological evaluation and mammary gland tissues were collected for whole mount analysis (described below). Blood cell population (CBC) was analyzed from 1 mL whole blood that was collected by cardiac puncture using BD Vacutainer^®^ Plus blood collection tubes coated with a spray-dried K2 EDTA (Becton Dickinson, Franklin Lakes, NJ, USA). Immediately after collection, samples were gently inverted several times and complete blood count (CBC) analyses were conducted at the University of Illinois Veterinary Medicine Diagnostics Laboratory (Urbana, IL).

### Rat experiment 5: in vivo serum and hypothalamus E2 concentration profiles

Experiment 5 included two treatment groups: Control and SC300. The rats were euthanized at each time point for sample collection. Serum E2 levels were measured on 0, 1, 2, 3, 4, 7, 10, 21, and 30 days after treatment (PND 0.5) to determine the normal physiological E2 levels and the pharmacokinetics of E2 release in the SC300 implant. The concentration of E2 in the hypothalamus of the same rats were measured on 0, 1, 2, 3, 4, 7, and 10 days after treatment (methods described below). Respective numbers of animals per group are found in Supplementary Table 1.

### Rat experiment 6: immunolocalization of KISS1 in the rat hypothalamus

Experiment 6 included two treatment groups, Control and SC300, and two time points post treatment, PND 29 (n = 3 for each group) and PND 75 (n = 3 for each group). The rats were euthanized and the hypothalamus tissues carefully removed and fixed for immunohistological evaluation of KISS1 expression (methods described below). Control rats were in diestrus stage of cycle on PND 75 based on vaginal cytology. After the animals were euthanized, a bilateral thoracotomy was performed and the vasculature was immediately perfused with ice cold PBS (100–200 ml), followed by 200–300 ml freshly prepared 4% PFA. The fixed brains were carefully removed from the skull without damaging the hypothalamus and post-fixed overnight in 4% PFA at 4 °C. After fixation, the tissues were washed with PBS and transferred to 30% sucrose containing 0.1% sodium azide (at 4 °C for 2–3 days until the brain sinks). The samples were washed with PBS and placed in OCT filled plastic tissue molds and frozen by placing sections in dry ice and ethanol slushy and then stored at − 80 °C. Tissues were cryosectioned at 50 μm and every fourth section was collected. Sections that contained the ARC were identified and stored at 4 °C in PBS + 0.1% sodium azide solution. Before starting the staining process, rabbit anti-KISS1 (a gift from Dr. Hitoshi Ozawa of Department of Anatomy and Neurobiology, Nippon Medical School, Tokyo Japan; RRID:AB_2910199) was pre-adsorbed overnight with Neuropeptide FF (NPFF; 10 ug/ml) in 5% normal serum + 1% BSA dissolved in PBS + 0.1% sodium azide + 0.3% Triton-X (hereafter known as blocking buffer) as described previously^32^. Brain slices were treated with blocking buffer for 1 h and then incubated in 1 ml pre-adsorbed primary antibody solution (1:1000). After 72 h of incubation with primary antibody, sections were washed 3 times with 5–10 ml PBS for 10 min. Next, 1:750 goat anti-rabbit Alexa fluor 488 plus (Invitrogen) in blocking buffer 1–2 ml was added and incubated for 2.5 h followed by addition of DAPI (Invitrogen) (1:100,000) for 30 min. Stained sections were washed 3 times with 5–10 ml PBS for 10 min. A final wash with 5 ml TBS for 10 min removed PBS precipitate. During all steps of blocking, incubating and washing, the sections were rocked gently on a shaker at RT. Brain sections were mounted on glass slides and air-dried before adding ProLong™ Gold Mount media (Invitrogen), coverslipped and cured for 24 h at RT in the dark. Sections were imaged using a confocal microscope (A1, Nikon, Japan). KISS1 immunoreactivity (KISS1-ir) was quantified relative to DAPI signal (nuclear staining) in confocal images from PND 75 rats. All images were subjected to the same threshold to remove any background. In each image, a ratio of total DAPI to Alexa fluor 488-positive pixels was calculated using Image J (NIH) to give a relative expression of KISS1 in each image. An average of 7–8 images were normalized to control data. To remove bias, a blinded pixel analysis was performed.

### Rat experiment 7: in vivo KP-10 challenge

To determine if the animals were responsive to Kisspeptin following treatment, experiment 7 included two treatment groups: Control (n = 4) and SC300 (n = 3). On PND 60–70 (2–2.5 months) after treatment on PND 0.5, peripheral blood (50 µL from the ventral tail vain) was drawn and serum collected and immediately afterwards the females were injected intraperitoneally with a Kisspeptin-10 analog (KP-10; 50 nmole, Millipore-Sigma, San Diego, CA). After 30 min, blood was drawn again and serum collected. Serum LH concentration was measured by a sandwich immunoassay using monoclonal antibodies against both bovine LH (Cat. 581B7, Medix Biochemica, Kauniainen, Finland) and human LH-beta subunit (Cat. 5303, Medix Biochemica), at the University of Virginia Center for Research in Reproduction Ligand Assay and Analysis Core, as previously described (range 0.04–37.4 ng/mL)^33^. Blood cell population in control and treated rats were analyzed by collecting 1 mL whole blood by cardiac puncture using BD Vacutainer^®^ Plus blood collection tubes coated with a spray-dried K2 EDTA (Becton Dickinson, Franklin Lakes, NJ, USA).

### Rat experiment 8: hypothalamus single-cell analysis

*Single-cell RNA-seq library preparation and library preprocessing*. To investigate differential gene expression in individual cells of the rat hypothalamus, experiment 8 included two treatment groups: Control (n = 3) and SC300 (n = 3), with tissue collection on PND 29. After animal euthanasia, hypothalamus tissues were collected and pooled by treatment group. A total of 4,049 cells from Control and 4,223 cells from SC300-treated females were obtained. For single-cell RNA sequencing (scRNAseq) analyses, tissues were dissociated by collagenase as previously described^34^. Briefly, hypothalamic tissues that contain AVPV and ARC area were cut into small pieces, transferred to 2 ml of collagenase digestion solution containing 3.5 U of collagenase type I (17100-017; Invitrogen, Carlsbad, CA), 1000 U of deoxyribonuclease I (D4527; Sigma), and 40 mg of BSA (017K0723; Sigma) in H-199 media (12350-039; Life Technologies, Inc., Carlsbad, CA), then placed in a water bath at 37 C for 30 min. After incubation, tissues were further dissociated by repeatedly passing them through an 18-G needle attached to a 3-ml syringe. Next, digested tissue suspension was filtered through a 40-μm filter, centrifuged at 300 × *g* for 5 min, then resuspended in 1 ml of PBS containing 1% BSA. Single-cell suspensions with a viability of > 90% by Trypan Blue staining on the TC-20 (Bio-Rad Laboratories, Inc. CA) were converted into individually barcoded cDNA libraries with the Single-Cell 3’ Chromium kit version 3 from 10 × Genomics (Pleasanton, CA), following the manufacturer’s protocols. The 10 × Chromium instrument separates thousands of single cells into Gel Bead Emulsions (GEMs) that add a barcode to the mRNA from each individual cell. Following ds-cDNA synthesis, individually barcoded libraries compatible with the Illumina chemistry were constructed. The final libraries were quantitated on Qubit and the average size determined on the AATI Fragment Analyzer (Advanced Analytics, Ames, IA). Libraries were pooled evenly, and the final pool was diluted to 5 nM concentration and further quantitated by qPCR on a Bio-Rad CFX Connect Real-Time System (Bio-Rad Laboratories, Inc. CA). The final library pool was sequenced on a 2 × 150nt S4 lane in a NovaSeq 6000. Basecalling and demultiplexing of raw data was done with the mkfastq command of the software Cell Ranger 3.0.2 (10 × Genomics). Single-cell expression was initially analyzed to perform quality control, sample de-multiplexing, barcode processing, and single-cell 3′ gene counting. Sequencing reads were aligned to the Ensembl96 transcriptome using the Cell Ranger suite with default parameters. Samples were merged using Cellranger aggregate function with default parameters. A total of 4,488 and 4,524 cells from hypothalami of Control and SC300 rats, respectively, was analyzed. Mean raw reads per cell were 151,484 and 147,555 in each sample. Median numbers of expressed genes per cell were 2479 and 2530 in each sample. Further analysis was performed in R (v3.5) using the cellrangerRkit (v2.2.0), Seurat package (v3.0.0), and Monocle package (v2.8.0)^35,36^.

*Single-cell RNA-seq data analysis*. Analysis of single-cell RNA-seq was performed using the Seurat package^35^. Feature-barcode matrices from each data set were imported using Read10 × function and CreateSeuratObject function. For each cell, a minimum expression of 200 genes was applied to filtered uninformative cells. For each gene, a minimum of expressions from 3 cells was applied. After log-normalization using NormalizeData function, highly variable genes were detected on the basis of the average expression and dispersion per gene using the FindVariableFeatures function with default parameters. Dimensionality reduction and visualization for the 10 × data was performed using Uniform Manifold Approximation and Projection (UMAP) for cells^37^. The first 30 principal components of high-variance genes were used as input for the UMAP algorithm with the following default settings. Clustering on the UMAP embedding was performed using FindClusters function with ‘resolution = 0.7’. Cells were labeled by their group name, Control and SC300. Hypothalamic cell types were determined by known cell type-specific marker genes (Supplementary Fig. 1). In the PND 29 hypothalamic tissues of pooled Control and SC300 groups, GABAergic neurons (*Snp25*^+^*Slc32a1*^+^), Glutamatergic neurons (*Snap25*^+^*Slc17a6*^+^), astrocytes (*Agt*^+^), oligodendrocytes (*Pdgfra*^+^, *Fyn*^+^, or *Mobp*^+^), microglia cells (*Tmem119*^+^), ependymal cells (*Tmem212*^+^), non-neuronal cells (*Olig1*^+^), stromal cells (*Mgp*^+^), and macrophages (*Pf4*^+^) were identified. Cell type-specific differential gene expression was determined by FindMarkers function and visualized by Featureplot and Vlnplot. Differential gene expression between clusters was tested by default 'bimod' likelihood ratio test using FindMarkers function (cut-off, avg_logFC > 0.25, avg_logFC < − 0.25, p_val_adj < 0.05)^35,38^.

### Rat experiment 9: treatment of EB-loaded PLGA microspheres (EBMS) in rats

In this experiment, it was hypothesized that biodegradable microspheres with embedded EB could be easier to handle for giving precise dosages to animals, compared to silicone capsules, and that EB delivery in this form would have the same inhibitory effect on female reproduction. Therefore, biodegradable poly(lactic-*co*-glycolic) acid (PLGA) microspheres with embedded EB (EBMS) were developed for single injection. This experiment included two treatment groups: Control (n = 8) and EBMS300 (300 µg EB) (n = 8). Blank PLGA microspheres without EB were unavailable; therefore, untreated females were used as controls. The EBMS powder was reconstituted with PBS solution (pH 7.4) to provide an average EB dosage of 46 mg/kg body weight. Neonatal animals were treated on the same day as in the previous rat experiments (PND 0.5) by subcutaneous injection in the back of the nape area.

To assess the impact on reproductive status, including the onset of puberty and fertility, treated female rats were examined for vaginal opening and estrous cycle stage on PND 45 (1.5 months). Fertility was tested in two rounds of breeding. The females were housed with proven breeder males from PND 54 to 105. Then on PND 120 (4 months) the rats were euthanized and the ovaries were collected for histological evaluation (described below). Ovarian tissue volumes were calculated by measuring the length and width using a caliper.

### Dog experiment

The purpose of this study was to collect preliminary data regarding the potential translation of the rat experiments for the use of neonatal EB treatment in domesticated animal species to replace surgical OVX of the females. The goal of the experiment was to determine if *KISS1* expression was inhibited in the hypothalamus, as in the rat and whether this inhibition would affect growth of the dog ovaries. One litter of neonatal female Beagles was implanted on PND 3 with silicone capsules containing only oil vehicle (Control; n = 2) or silicone capsules containing 9,000 μg EB (SC9000; 22.5 mg/kg BW; n = 2). Two dogs from another litter were treated on PND 5 (Control, n = 1; SC9000, n = 1) and data from both litters were combined (n = 3) for analysis. The implants were placed subcutaneously in the nape of the puppies. Given the observed decrease in *KISS1* expression in rats treated with EB at around one month of age, we euthanized the dogs at PND 76–78 (2.5 months), which corresponds to one month in rats^39^, and collected their ovaries and hypothalami. Ovaries were immediately fixed in 4% paraformaldehyde (PFA) for 24 h and processed for histological observation (methods described below). Hematoxylin and eosin-stained ovary slides were analyzed to compare follicle status between the control group and the SC9000 group. The hypothalamus was dissected after carefully removing the brain from the skull. Total RNA was extracted from the isolated hypothalmic tissues and analyzed for *KISS1* expression using Reat-time PCR (methods described below).

### Estrous cycle, vaginal opening and anovaginal distance in rats

The stage of the estrous cycle was ascertained by conducting vaginal cytology from female control (n = 8), EBx11 (n = 6), SC300 (n = 5), and SC30 (n = 9) between PND 62 and 69. Aqueous vaginal smears were applied to glass microscope slides and inspected using light microscopy to identify the estrous cycle stage. The vaginal opening was observed in same rats from PND 28 to 74. When rats exhibit complete canalization of the vagina, it was determined as complete vaginal opening. Anovaginal distance was measured using a caliper.

### Hormone measurements and complete blood counts in rats

For the measurement of serum hormone levels and E2 concentration in the hypothalamus, rats were euthanized for each sample collection. Peripheral blood was collected at each time-point by cardiac puncture. The blood was centrifuged at 2000 × *g* for 10 min, and serum collected and preserved at − 20 °C until analyzed. Hypothalamic tissues were isolated, weighted, and homogenized in methanol. Steroids were recovered using diethyl ether according to lipid-lipid extraction methods^40–42^. The measurement results and the number of animals for each time point are provided in Supplementary Table 1. E2 Sensitive ELISA kit (Cat. EIA4399, DRG Diagnostic, Mountainside, NJ) with a reportable range of 1.40–200 pg/mL was used to measure circulating 17β-E2. Testosterone ELISA kit (Cat. EIA1559, DRG Diagnostic) with a reportable range of 0.083–16 ng/mL was used to measure circulating Testosterone. The intra- and inter-assay coefficients of variability were less than 10%.

### Histology and histopathology

After euthanasia, the organs for histological evaluation (described in the respective experiments) were dissected and fixed in 4% paraformaldehyde (PFA) for 24 h, washed in 70% ethanol, processed automatically, and embedded in paraffin for sectioning at 7 μm. Tissue slides were stained with hematoxylin and eosin. Liver histopathology was performed only for control and SC300-treated rats to assess any potential liver toxicity or related adverse effects related to EB treatment. Hematoxylin and eosin-stained liver slides were evaluted by a board-certified veterinary pathologist (A.G.) according to the International Harmonization of Toxicologic Pathology Nomenclature guidelines^43^. For evaluation of the mammary gland, abdominal mammary tissues were processed for whole mount study as previously described^44^. The tissue was fixation in Carnoy’s solution, stained with Carmine alum solution, followed by an acidic ethanol wash^44^ and mounted on glass slides. The slides were imaged with an Olympus BX51 microscope (Melville, NY) to determine mammary tissue changes in branching and terminal end bud formation.

### Real-time PCR

To determine hypothalamic *KISS1* expression, hypothalamic tissues isolated from female dogs were subjected to RT-PCR analysis. Total RNA was extracted using RNAqueous^®^-Micro Kit (Ambion^®^ by Life Technologies™, Carlsbad, CA) according to the manufacturer’s protocol. RNA concentrations were measured with a NanoDrop 1000 spectrophotometer (Thermo Scientific, Waltham, MA). The RNA was diluted to equal concentrations before being reverse transcribed using a high-capacity cDNA reverse transcription kit (Applied Biosynthesis, Foster City, CA). PCR reactions were performed with Power SYBR^®^ Green PCR Master Mix (Applied Biosystems) according to the manufacturer’s protocol. Target specific PCR primers, Gapdh-F: 5’-GTGAAGGTCGGAGTGAACG-3’, Gapdh-R: 5’-AGGGGTCATTGATGGCGAC-3’, Kiss1-F: 5’-GGGTGCCACCTTTTCTAATGTC-3’, and Kiss1-R: 5’-GGTTTCTTGGCAGCTAATGCT-3’ were used for quantification of dog *GAPDH* (housekeeping; product size: 100 bp) and *KISS1* (product size: 70 bp) mRNA levels. Fluorescence was measured using the ABI prism 7500 quantitative real-time thermocycler (Applied Biosystems). Results are expressed as fold differences in relative gene expression with respect to control or equivalent group.

### Statistics

Data analyses were performed using Microsoft Excel, GraphPad Prism (v9.3.1), and SPSS (v18.0). Continuous data were analyzed for normal distribution by a Shapiro–Wilk test. All normally distributed continuous data were analyzed with parametric tests (Student’s *t*-test or ANOVA). Data are graphically presented as the mean ± standard deviation (SD) or ± standard error (SE), and statistically significant differences were accepted when *P*-value is lower than 0.05.

### Ethics statement

This study was carried out in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health and ARRIVE guideline^45^. The rat study protocols were approved by the University of Illinois Animal Care and Use Committee (Protocols: 20027). The dog study protocol was reviewed and approved by Institutional Animal Care and Use Committee of Ridglan Farms, AAALAC accredited research facility (Protocol: IN-100-001), and all efforts were made to minimize animal suffering.

## Results

### EB-capsule implant elevated blood and hypothalamic E2 levels in neonatal rats

A normal low level of serum E2 was observed in control neonatal rats (< 5 pg/ml) from PND 1 to 30 (Fig. 2). In SC300 treated neonatal rats, serum E2 levels were elevated to 712.3 ± 81.3 pg/mL (mean ± SD) by day 1, decreased to 496.7 ± 86.6 pg/mL by day 7, and then further decreased to 33.6 ± 8.5 pg/mL by PND 30, which was higher than in control rats (2.8 ± 2.7 pg/mL). E2 was also measured in isolated hypothalamic tissues in the same rats from PND 1 to 10. Hypothalamic E2 concentrations in SC300 were elevated on day 1 (44.1 ± 9.6 µg/mL) through day 3 (31.3 ± 14.6 µg/mL), but then the level dropped sharply, reaching the control group level by day 7 (1.8 ± 0.4 µg/mL) (Supplementary Table 1). These results indicate that the SC300 implant maintained supraphysiologic levels of E2 for 30 days in circulation, but for only 3–4 days in the hypothalamus.

**Figure 2:**
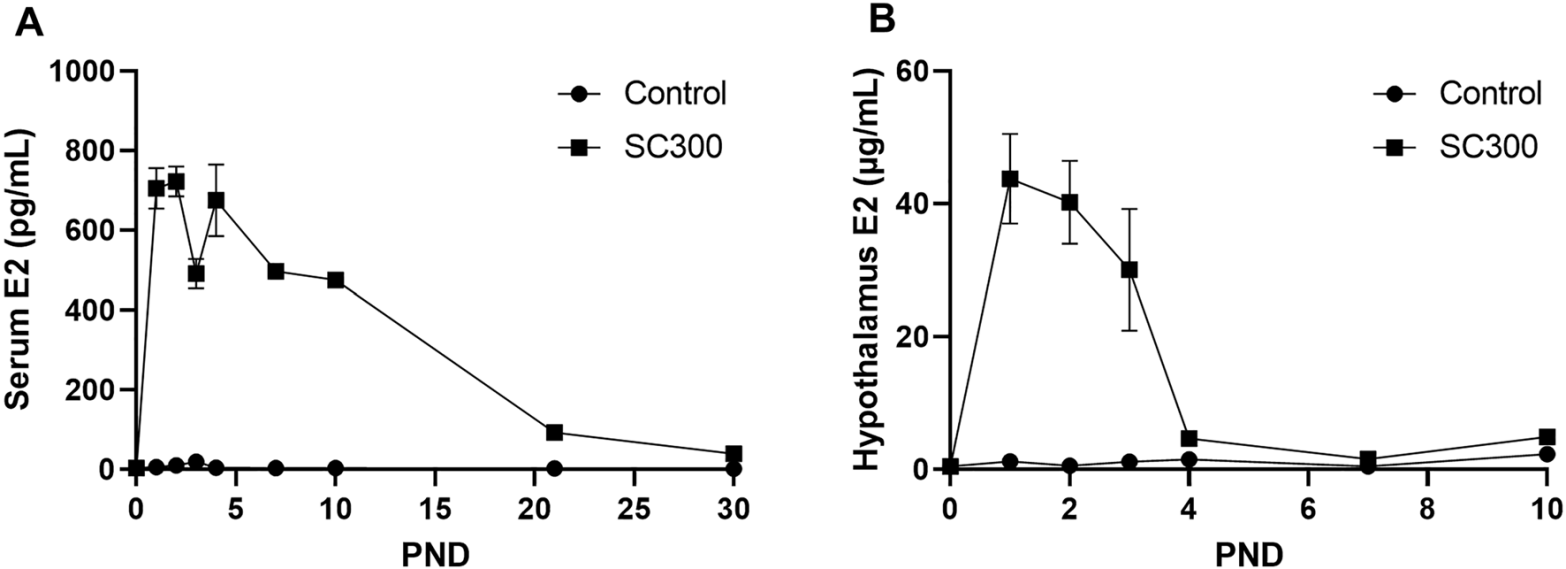
Estradiol (E2) concentrations in serum and hypothalamus after estradiol benzoate (EB) capsule implantation. (**A**) E2 levels in the sera (pg/mL) from PND 0.5 to PND 30. (**B**) E2 levels in homogenized hypothalamic tissue (µg/mL) from PND 0.5 to PND 10. The number of animals for each date are provided in Supplementary Table 1. Error bars = SD. SC300 = 300 μg EB.

### EB-capsule implant altered reproductive organ development

After the rat reached pubertal age (PND 62-69), controls had normal estrous cycles and vaginal openings, while all SC300 exhibited no sign of estrous cycle (Fig. 3A) and had an incomplete vaginal opening (incomplete canalization of the vagina) (Supplementary Fig. 2). The low dose (SC30) rats displayed an anestrus phase and normal vaginal opening during the same observation period.

**Figure 3:**
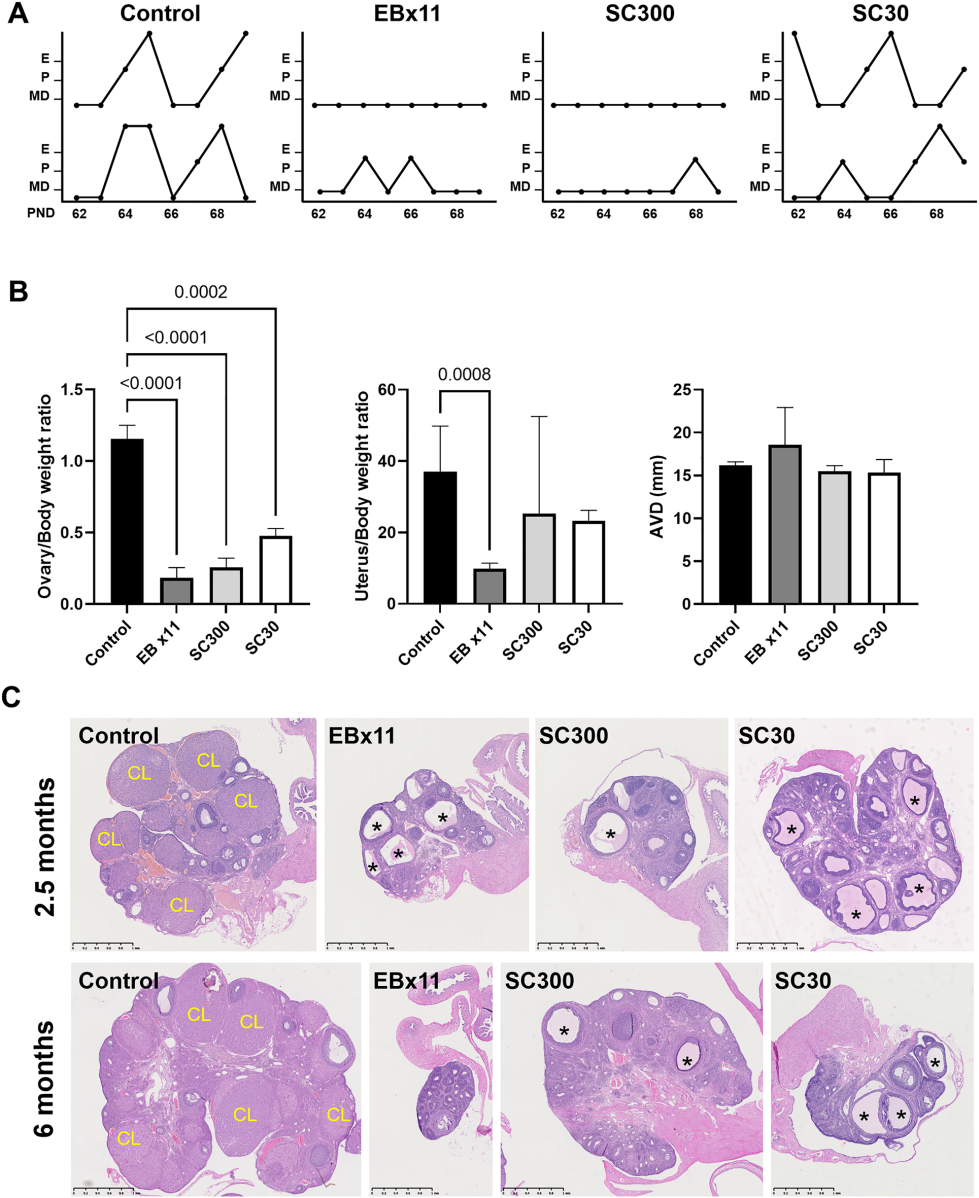
Neonatal estradiol benzoate (EB) inhibited reproductive organ development and ovarian function in female rats. Controls received silicone capsules with oil only. The EBx11 group received EB injections on 11 consecutive days from birth (total of 315 µg EB). The EB300 and EB30 groups received a single implant of a silicone capsule containing 300 or 30 µg EB (SC300 or SC30), respectively. (**A**) Estrous cyclicity in representative rats in each group from PND 62 to PND 69. E, estrus; P, proestrus; MD, met-diestrus. (**B**) Ovary weight/body weight ratio; uterus weight/body weight ratio by EB treatment at PND 178–211 (6–7 months), and Anovaginal distance (AVD; mm) (Control, n = 14; EBx11, n = 6; SC300, n = 10; SC30, n = 9). Error bars = SD. There was a significantly lower ovary/body weight ratio in all EB treatment groups compared to control; *P-*values indicate significant differences (One-way ANOVA with Tukey post hoc test). (**C**) Representative histology of control ovaries at PND 60–75 (2.5 months) (Control, n = 7; EBx11, n = 3; SC300, n = 4; SC30, n = 3) or PND 178–211 (6–7 months) (Control, n = 8; EBx11, n = 6; SC300, n = 5; SC30, n = 9) show numerous corpora lutea (CL). In the EB treated groups, the ovaries have no corpus luteum, but numerous anovulatory follicles (*) are present.

At 6–7 months (PND178-211), the ovaries were smaller in all treated rats (EBx11, SC300, and SC30) compared to the controls. The EBx11 rats had smaller uteri than the controls, while the SC300 and SC30 rats had uteri similar in size to controls (Fig. 3B). There was no difference in AVD between the groups. The ovaries were examined for histopathological changes at both 2.5 months (PND 75) and 6–7 months (PND178-211). Control ovaries had follicles of various developmental stage and multiple corpora lutea that form after ovulation has taken place. In contrast, while the ovaries of the EBx11, SC300, and SC30 treated rats had all stages of follicles including antral follicles, they did not have corpus luteum formations, indicating an absence of ovulation (Fig. 3C). Thus, neonatal EB treatment did not impair folliculogenesis, but rather inhibited ovulation. No sign of ovulation was seen at mid-reproductive age (6–7 months) in all three EB treatment groups as well, indicating that the neonatal EB treatment permanently impaired the ovulatory machinery. At 11 months of age, the vagina remained incompletely opened in the SC300 females (Supplementary Fig. 1), indicating the lack of maturation in external reproductive organs.

### Neonatal EB-capsule implant induced sterility

The effects of neonatal EB treatment on fertility were compared between controls and implanted EB-capsules (high and low doses) and daily subcutaneous injections over 11 days. The females were housed with proven-fertile males for 14 days and all EB-treated rats were infertile, regardless of dosage or type of EB delivery (Table 1). The control rats exhibited fertility, with 58.3% producing litters with an average of 14 pups/litter; however, in this study the controls had a reduced fertility compared to the historical normal (see Table 2 for comparison). Regardless, none of the females in the EBx11, SC300, and SC30 treatment groups produced offspring.

**Table 1:** Fertility in female rats after neonatal estradiol benzoate (300 μg) in silicone capsule (SC) treatment.

Treatment	Control	EBx11	SC300	SC30
Treatment age	PND 0.5	PND 0.5–10	PND 0.5	PND 0.5
n	11	4	8	4
Age (months)	6-7	6-7	6-7	6-7
Fertility	6/11	0/4	0/8	0/4
Fertility (%)	54.5	0*	0*	0*
Pups/litter	12.2 ± 1.7^a^	0^b^	0^b^	0^b^

Control, capsule containing vehicle only, implanted on PND 0.5; EBx11, EB-treated for 11 consecutive days from birth (total of 315 µg); EB300 (300 μg) or EB30 (30 μg), single EB-capsule-implanted on PND 0.5.

*Significantly different from the control (*P* < 0.001, Fisher’s exact test).

^a^mean ± SD.

^b^Significantly different from the control (*P* < 0.001, One-way ANOVA with Tukey post hoc test).

**Table 2:** Fertility in female rats after neonatal estradiol benzoate (300 μg) in microspheres (EBMS) treatment.

Group	n	First round (PND 24–29)		Second round (PND 54–105)	
		Fertility (%) (Birth/Rat × 100)	Fecundity (Pups/Litter)	Fertility (%) (Birth/Rat × 100)	Fecundity (Pups/Litter)
Control	8	87.5%	12.4 ± 1.0	87.5%	10.8 ± 1.0
EBMS300	8	0%*	0^a^	0%*	0^a^

*Significantly different from control (P < 0.001, Fisher’s exact test).

^a^Significantly different from control (P < 0.001, Student’s t-test).

### Neonatal EB-capsule implant inhibited hypothalamic Kisspeptin neurons

A major goal of this study was to develop a single injection method to induce sterility by inhibiting the development of Kisspeptin neurons, which would then indirectly inhibit ovarian function. Therefore, KISS1 expression was assessed in the ARC region of the hypothalamus by intensity of KISS1-ir. Results showed significantly lower KISS1-ir in the ARC of SC300 rats on PND 29 (Fig. 4A) and PND 75 (Fig. 4B and C), compared to controls. Serum testosterone levels (E2 precursor) did not differ from the controls at PND 75 (2.5 months), but were lower at PND 178–211 (6–7 months) (Fig. 5A). Similarly, SC300 serum E2 levels (ovarian activity) were not significantly different at 2.5 months but were lower at 6–7 months compared to control (Fig. 5B). In the KP-10 challenge, KP-10 injection produced a robust increase in serum LH in both control and SC300 groups, indicating that the GnRH neurons of the hypothalamus and pituitary gonadotrophs were still intact and capable of responding to the KISS1 signal (Fig. 5C**).**

**Figure 4:**
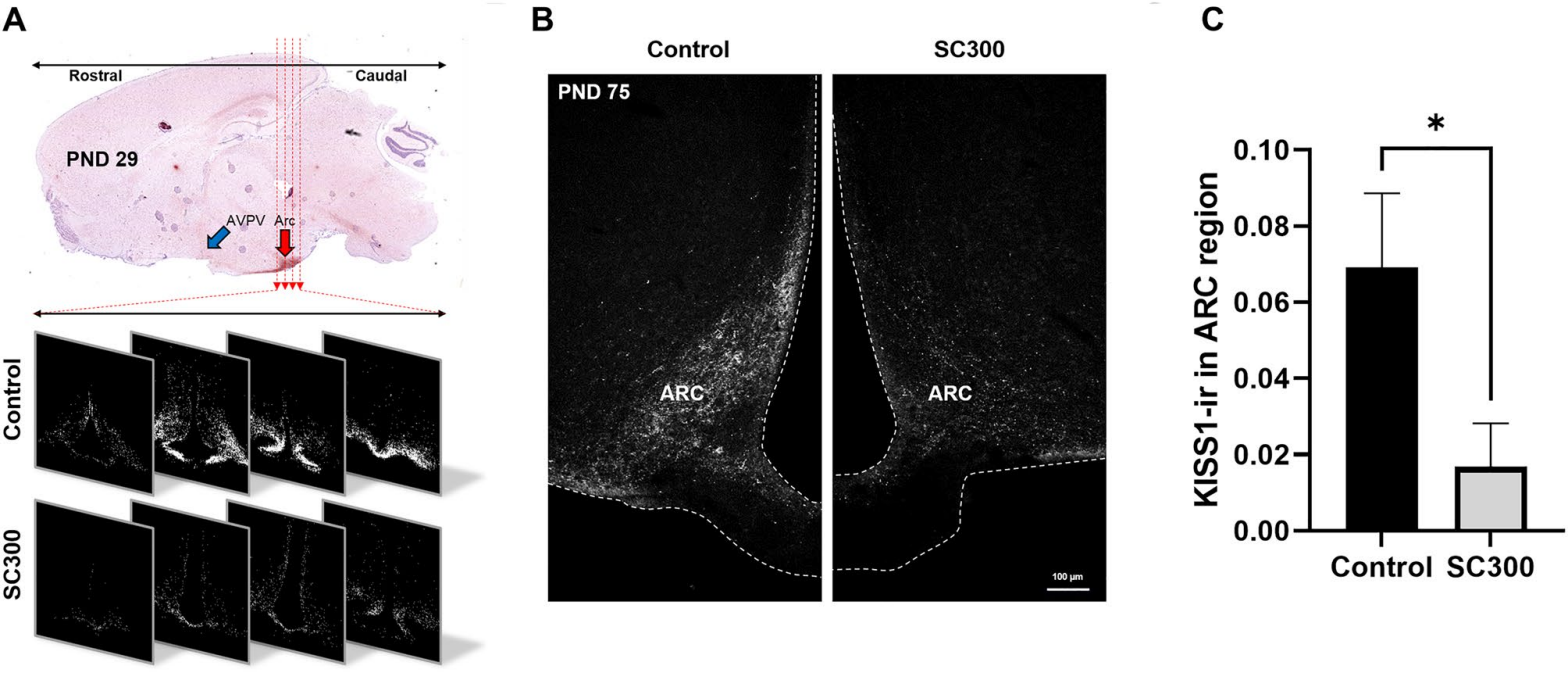
Effects of neonatal estradiol benzoate (EB) on KISS expression in the ARC region of the hypothalamus. (**A**) The top photo displays the AVPV and ARC regions of the hypothalamus in a sagittal section of the brain, illustrating the areas where the KISS1-immunofluorescence images were captured. In the bottom panel, serial sections from the ARC region reveal immunofluorescence for KISS1 in both control and SC300 rats on PND 29, with lower immunoreactivity in the SC300 sections. (**B,C**) KISS1-ir in ARC region of PND75 rats in control and SC300 (300 μg EB) groups. In B, the image of the ARC region in a rat treated with SC300 exhibited lower KISS1-ir than in the control. In C, quantification of the KISS1-ir revealed a significant decrease in the SC300 rats compared to the control group. Error bars = SD (n = 3). *P-value < 0.05 (Student’s *t*-test).

**Figure 5:**
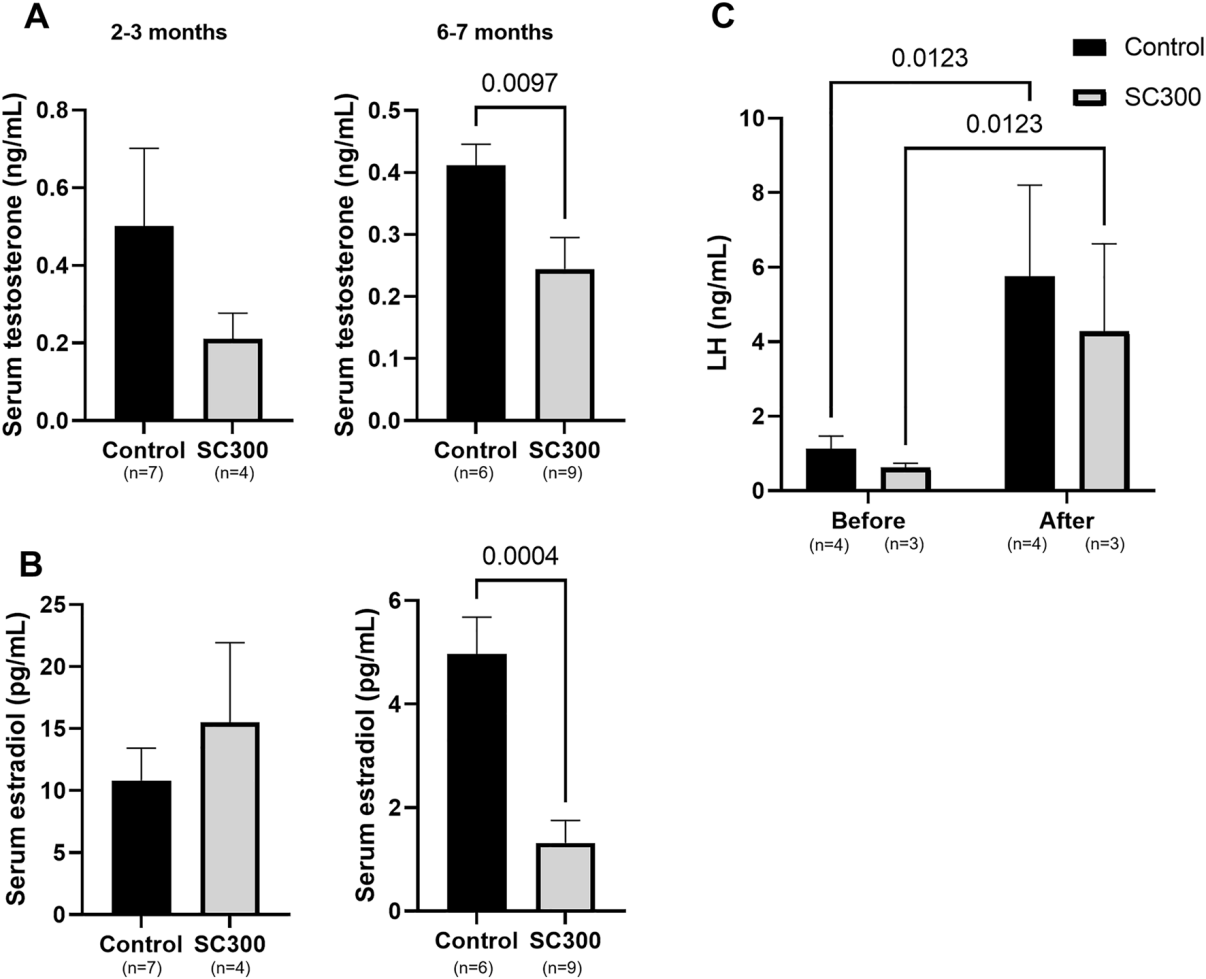
Serum testosterone and estradiol levels in adult control and SC300 (300 μg estradiol benzoate) treated rats and the effect of KP-10 injection on serum LH. Serum concentrations of (**A**) testosterone and (**B**) estradiol in PND 75 (2.5 months of age) rats (Control, n = 7; SC300, n = 4) and PND 178–211 (6–7 months of age) rats (Control, n = 6; SC300, n = 9). Significant differences between the Control and SC300 are indicated by *P*-values (Student’s *t*-test). (**C**)**.** Serum LH levels in control (n = 4) and SC300 (n = 3) rats before and after the treatment of kisspeptin analog, KP-10. After intraperitoneal injection of KP-10 (50 nmole/animal) in rats at 2–2.5 months of age, serum LH levels at 30 min were significantly increased, compared to baseline before injection. Significant differences are indicated by *P*-values (Two-way ANOVA with Tukey post hoc test). Error bars = SD.

### Neonatal EB-capsule implant decreased the number of Kisspeptin neurons

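Hypothalamic tissue that included the AVPV and the ARC was collected from female rats at PND 29 and dissociated for droplet-based single-cell RNA sequencing. SC300 rats had carried a silicone capsule with 300 µg of estradiol benzoate (EB) since PND 0.5. Control rats carried a capsule with oil according to the methods, while the sample labels call them intact. Tissue of 3 rats was pooled in each group, and 1 library was made from each pool. The files therefore hold no measure of the variation between rats, and no test between the groups was made. RNA molecules were counted by unique molecular identifiers (UMIs), short random tags that mark each captured molecule once. The authors processed the reads with Cell Ranger and deposited the number of UMIs per gene and cell barcode for each library, without normalization. The deposited counts sum to 52004789 UMIs in Control and 57013099 UMIs in SC300. Starting from these counts, cells with at least 200 detected genes were kept and clustered with Seurat by the steps given in the methods, with both libraries together, 30 principal components and a resolution of 0.7. Neighbours were found in the principal components, whereas the methods name clustering on the UMAP embedding. Barcodes called as doublets stayed in. Of 2000 variable genes, 295 were left out of the clustering because they differed between the libraries in the first-pass cluster with the most *Kiss1* UMIs or in many first-pass clusters, or are listed by the paper as lower in SC300, so that cluster sizes do not follow from those genes. Clusters were named from lists of marker genes, and all cluster names here are rebuilt and carry the ending “-like” because the files hold no cluster identities. Expression is given as CPM, in which the UMIs of a gene, summed over the cells of a group, are scaled to all UMIs of that group. Ratios are SC300 over Control on the log2 scale. Values in parentheses after a ratio, a share or a CPM are exact 95% intervals, binomial for shares and for ratios of CPM and Poisson for CPM, and they cover counting error only. For a ratio of shares they are the quotients of the opposite limits of both shares, which is wider than 95%. A log-normalized value is the natural log of 1 + 10000 times a gene's share of the UMIs of a cell.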

The number of *Kiss1*-expressing neurons and the Kisspeptin-like neurons that are not currently expressing *Kiss1* (cells that share a similar gene expression profile with Kisspeptin neurons) were determined by using single-cell RNA sequencing. A total of 4,049 Control and 4,223 SC300 cells were obtained from the scRNAseq analysis of n = 3 pooled hypothalamic tissues (Fig. 6A). 

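The deposited matrices list 4488 Control and 4524 SC300 barcodes. The threshold of 200 detected genes left 4296 Control cells with 51382276 UMIs and 4379 SC300 cells with 56390355 UMIs. The median number of UMIs per cell was 7986 in Control and 8182 in SC300, and the median number of detected genes was 2551 and 2567, respectively. Mitochondrial genes held a median of 11.4% of the UMIs of a Control cell and 12.4% of those of an SC300 cell. Leaving out cells above 10% mitochondrial UMIs moved the cell numbers most, to 1604 Control and 1175 SC300 cells. Scrublet called 70 Control barcodes (1.63%) and 73 SC300 barcodes (1.67%) as doublets. UMIs of the Y-linked genes *Ddx3y*, *Eif2s3y* and *Kdm5d*, chosen after their values were seen, numbered 0 in both libraries.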

After UMAP clustering of single cells, each cluster was identified by marker genes. 

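The rebuilt clustering gave 22 clusters, of which 19 were named into 12 classes and 3 stayed unnamed. Astrocyte-like cells made up 24.8% of Control and 28.8% of SC300 cells, and microglia-like cells 12.3% and 11.6%. Mature oligodendrocyte-like cells made up 8.61% and 10.5%, neuron-like cells 8.22% and 7.42%, oligodendrocyte precursor-like cells 8.08% and 7.17%, and endothelial cell-like cells 7.84% and 6.67%. The shares of mural cell-like cells were 4.40% and 4.57%, of newly formed oligodendrocyte-like cells 3.56% and 3.43%, of ependymal cell-like cells 1.54% and 1.19%, and of macrophage-like cells 1.14% and 2.1%. The smallest class was stromal (fibroblast)-like, with 0.256% of Control and 0.776% of SC300 cells. The remaining class was tanycyte-like. Of the unnamed clusters, 1 had a low number of UMIs per cell and many mitochondrial UMIs (339 Control and 336 SC300 cells). Another was led by neuronal genes at a median mitochondrial share of 47.9% in Control and 51.3% in SC300 (117 and 124 cells), and the last by haemoglobin genes (69 and 49 cells). Under the limit of 10% mitochondrial UMIs, the log2 ratio of the mature oligodendrocyte-like share went from 0.29 (0.021 to 0.56) to −1.46. The larger cluster of this class had a median mitochondrial share of 10.4% in Control and 12.6% in SC300, both above the limit. The class held 143 Control and 38 SC300 cells under the limit, against 370 and 461 without it. This change therefore cannot be read as one in the mix of classes alone. The neuron-like shares were then 6.86% of Control and 3.91% of SC300 cells, and the log2 ratio went from −0.15 to −0.81. The microglia-like shares were 27.9% and 34.2%, and the log2 ratio went from −0.089 to 0.30. With each library clustered on its own, the order of the macrophage-like shares was the other way, with 2.89% of Control and 1.21% of SC300 cells, and no Control cluster was named stromal (fibroblast)-like.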

In the PND 29 hypothalamic tissues of pooled Control and SC300, GABAergic neurons (*Snp25*^+^*Slc32a1*^+^), Glutamatergic neurons (*Snap25*^+^*Slc17a6*^+^), astrocytes (*Agt*^+^), oligodendrocytes (*Pdgfra*^+^, *Fyn*^+^, or *Mobp*^+^), microglia cells (*Tmem119*^+^), ependymal cells (*Tmem212*^+^), non-neuronal cells (*Olig1*^+^), stromal cells (*Mgp*^+^), and macrophages (*Pf4*^+^) were identified (Supplementary Fig. 1).

**Figure 6:**
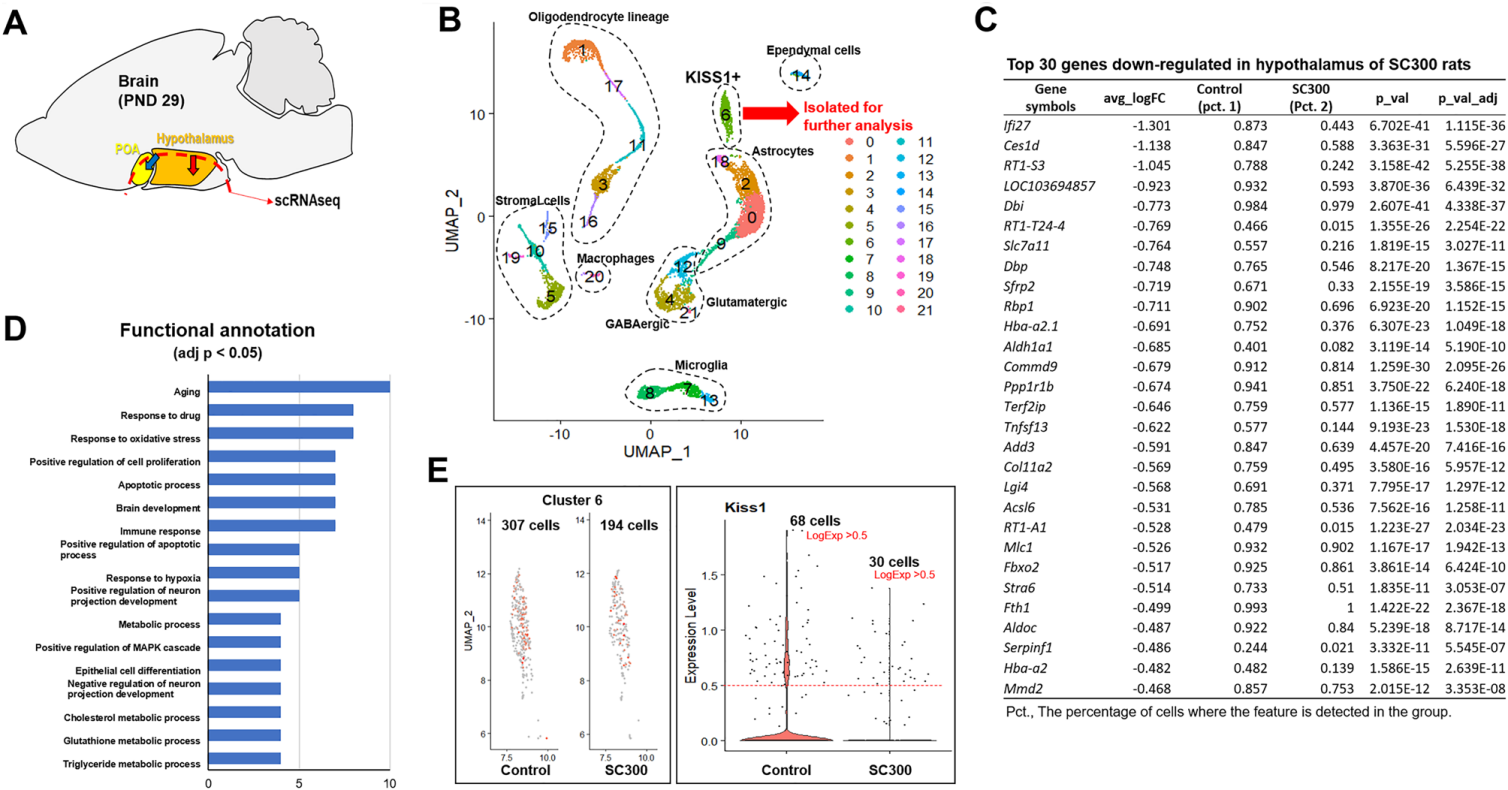
Effects of neonatal estradiol benzoate (EB) on gene expression profiles of *Kiss1*-clusters in Control and SC300 hypothalami. (**A**) The hypothalamic area used for scRNAseq is marked by dotted line. (**B**) Pooled hypothalamic cells of Control (4,049 total) and the SC300 group (4223 total) were UMAP clustered together. Cells were identified by marker gene expressions. Cluster 6 was used for identifying genes that were differentially expressed in SC300 and Control. (**C**) Down-regulated genes in the hypothalamus of SC300 compared to Control are listed with log fold-change of the average expression between the two groups (avg_logFC), percentage of cells where the feature is detected in the first group or second group (Pct. 1 or Pct. 2), P-value (p_val), and adjusted P-value (P_val_adj). (**D**) Down-regulated genes in SC300 are grouped according to functional categories. X-axis indicates the number of DEGs in each category. (**E**) The first panel shows the total number of cells in cluster 6 with *Kiss1*-expressing cells distinguished by orange color. The panel on the right plots the number of *Kiss1*-expressing cells in each group with *Kiss1*-expressing cells defined as *Kiss1* LogExp > 0.5 (red dotted line).

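*Kiss1* (ENSRNOG00000047481) had 1027 UMIs in all Control cells and 464 in all SC300 cells. Most of them lay in the main neuron-like cluster, which held 81.1% of the Control and 66.2% of the SC300 *Kiss1* UMIs. The tanycyte-like cluster held 12.0% and 15.3%. The unnamed cluster led by neuronal genes held 40 Control and 47 SC300 *Kiss1* UMIs, or 42.1 and 46.0 CPM. The rule used for picking a *Kiss1* cluster, the largest number of *Kiss1* UMIs, therefore chose the neuron-like cluster. The cluster with the most cells past the *Kiss1* threshold of Fig. 6E was the tanycyte-like cluster, and both are reported. At least 1 *Kiss1* UMI was present in 25.7% (20.8–31.0) of the Control and 22.7% (16.9–29.4) of the SC300 tanycyte-like cells, whose median depth was 10101.5 and 10808 UMIs. In the main neuron-like cluster, with a median of 30628 and 30883.5 UMIs per cell, the shares were 5.30% and 10.6%. Microglia-like and mature oligodendrocyte-like cells served as background. A *Kiss1* UMI was found in 1 of 528 Control and 1 of 506 SC300 microglia-like cells (0.189% and 0.198%), at medians of 6630.5 and 7336 UMIs. Among mature oligodendrocyte-like cells, 1 of 370 Control cells (0.270%) and 0 of 461 SC300 cells had a *Kiss1* UMI, at medians of 19915 and 20809 UMIs. The exact interval of the SC300 share reached up to 0.797%. After every cell was thinned at random to 2000 UMIs, 7.27% (4.55–10.9) of 289 Control and 4.42% (1.93–8.52) of 181 SC300 tanycyte-like cells kept a *Kiss1* UMI, with 15 and 4 shallower cells left out. The thinned share in the neuron-like cluster was 2.19% of 320 and 2.98% of 302 cells, with 1 and 0 cells left out. In thinned microglia-like cells it was 0.223% of 449 Control cells and 0 of 445 SC300 cells, with 79 and 61 cells left out. The interval of this SC300 share reached up to 0.826%. Thinned mature oligodendrocyte-like cells gave 0 of 361 Control cells and 0 of 460 SC300 cells, with 9 and 1 cells left out. Their intervals reached up to 1.02% and 0.799%. Within the tanycyte-like cluster, cells with a *Kiss1* UMI were compared with cells without one for marker genes. The neuronal gene *Snap25* reached 10.2 CPM in Control cells with and 14.4 CPM in those without a *Kiss1* UMI. In SC300 it reached 6.15 and 12.6 CPM. All neuron-like cells together had 1077 CPM of *Snap25* in Control and 994 CPM in SC300. The astrocyte gene *Agt* reached 456 and 453 CPM in these sets of Control cells and 332 and 452 CPM in SC300. The ependymal gene *Tmem212* reached 179 and 158 CPM in Control and 80.0 and 111 CPM in SC300.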

In the pooled clustering of Control and SC300 scRNAseq data, *Kiss1*-expressing cells were detected in Cluster 6, which also included ependymal cell marker-expressing cells and astrocyte marker-expressing cells (Fig. 6B, Supplementary Fig. 1). Differential expression gene (DEG) analysis was performed to determine the effect of neonatal treatment of EB on the cluster of *Kiss1*-expressing cells. A total of 185 DEGs (adj p < 0.05) were identified in SC300 compared to Control (Fig. 6C). 

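The genes printed in Fig. 6C were measured in the tanycyte-like cluster as a description of the libraries. The paper's tests over cells were not repeated, since cells of 1 pool are not replicates. Control UMIs in this cluster summed to 3465786 and SC300 UMIs to 2806001. Of the 29 genes printed, 26 were lower in SC300 with intervals below 0, and 3 were higher. The median log2 ratio of the 29 genes was −1.46. *Fth1* had the most UMIs, 35170 in Control and 16426 in SC300, a log2 ratio of −0.79 (−0.82 to −0.77). *Dbi* followed with 25772 and 8484, a log2 ratio of −1.3 (−1.33 to −1.26). *Ifi27* had 2162 and 292 UMIs (log2 ratio −2.58), *Ces1d* 2136 and 319 (−2.44), and *Dbp* 954 and 231 (−1.74). The lowest ratio of the 29 genes was that of *RT1-T24-4*, an RT1 gene (RT1 genes encode MHC molecules), with 410 and 3 UMIs and a log2 ratio of −6.79 (−9.07 to −5.23). *RT1-A1* and *Serpinf1* came next, and then *RT1-S3* with 946 and 70 UMIs, a log2 ratio of −3.45. The 3 higher genes were the haemoglobin genes *LOC103694857* (log2 ratio 3.39), *Hba-a2.1* (3.37) and *Hba-a2* (3.2). A single SC300 cell held 97.4% of the 13651 haemoglobin UMIs of the SC300 cluster. With all 2000 variable genes in the clustering, the log2 ratio of *Hba-a2* was −2.42, the largest move among the alternatives for these 29 genes. Among the 6433 genes with at least 100 UMIs in the cluster, the 10 with the lowest ratios were *RT1-T24-4*, *RT1-A1*, *Serpinf1*, *Csap1*, *RT1-S3*, *Etnppl*, *Cldn5*, *Chgb*, *Tnfsf13* and *Scgb1c1*. For *Csap1*, *Cldn5* and *Scgb1c1*, 3 cells held 53.3%, 84.7% and 54.5% of the Control UMIs. Of the 10 with the highest ratios, *Tnnc2* led with 3 Control and 333 SC300 UMIs, a log2 ratio of 7.10 (5.54 to 9.38). *Hba-a3*, *Cox6a2* and *Trdn* followed with 2, 3 and 3 Control UMIs. *RGD1309362* had 0 Control and 124 SC300 UMIs. The remaining ones were *Rrad* (log2 ratio 5.07), *Tac1* (4.98), *Dio3* (4.07), *Doc2g* (4.05) and *LOC100911991* (3.80). In the main neuron-like cluster, *Tac3* had 2299 and 606 UMIs, a log2 ratio of −1.99 (−2.12 to −1.86). This ratio rests in part on a few cells. In 5 Control neuron-like cells with log-normalized *Kiss1* and *Tac3* values above 0.5, *Tac3* had 1813 UMIs. In 2 such SC300 cells it had 271. *Esr1* had a log2 ratio of −1.21 (−1.74 to −0.70) in the main neuron-like cluster, and *Pdyn* one of 0.70 (0.58 to 0.82).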

Functional annotation (DAVID Bioinformatics Resources 6.8) of DEGs that were down-regulated in SC300 rats revealed that expression of genes related to aging (10 genes), response to oxidative stress (8 genes), drug metabolism (8 genes), immune responsive (7 genes), and involved in the apoptotic process (7 genes), positive regulation of cell proliferation (7 genes), or positive regulation of neuron projection development (5 genes) were down-regulated in SC300 (Fig. 6D). Interestingly, the projection of gene expression on UMAP clutering revealed that the identified DEGs were down-regulated only in the cluster 6, with no change in the other clusters (Supplementary Fig. 3). 

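The same ratios were taken in every other named class with at least 50 UMIs of the gene, scaled to the UMIs of that class. Of the 29 genes of Fig. 6C, 27 were lower in SC300 beyond the counting interval in at least 1 other class. Over 1.5-fold lower in another class, with or without an interval below 0, were 19. For 22 genes the lowest ratio was that of the tanycyte-like cluster. *Ifi27* was lower in 10 of 11 other classes. *RT1-A1* was lower in 8 of 8, with log2 ratios from −6.07 to −4.25, against −6.16 (−8.45 to −4.60) in the tanycyte-like cluster. The log2 ratio of *Dbp* in the other classes ran from −0.52 to 0.27. *Vim* (ENSRNOG00000018087) had 10814 Control and 6491 SC300 UMIs in the tanycyte-like cluster, a log2 ratio of −0.43 (−0.48 to −0.39). Over 10 other classes its ratio ran from −0.80 in macrophage-like to 0.35 in stromal-like cells. The interval lay below 0 in 2 of them and above 0 in 3. *Rorb* had 372 and 125 UMIs, a log2 ratio of −1.27 (−1.57 to −0.97). Its ratio in 3 other classes ran from −0.60 in neuron-like to 0.069 in astrocyte-like cells. *Sfrp2* had 711 and 120 UMIs, a log2 ratio of −2.26 (−2.55 to −1.98). In 3 other classes it ran from −0.36 in macrophage-like cells to 0.11. The ependymal cell-like cluster had 21 and 1 *Sfrp2* UMIs, too few for the limit. *Serpinf1* had 281 and 5 UMIs, a log2 ratio of −5.51 (−7.14 to −4.27). It reached −1.21 (−1.92 to −0.53) in mural cell-like and −0.25 in stromal-like cells. Scaling by the median of ratios over genes in place of total UMIs shifts a whole class by 0.1 or more only in stromal-like (−0.19) and macrophage-like cells (0.10). It or the scaling without mitochondrial, haemoglobin and ribosomal protein genes changed the sign of 10 of 377 values of a gene in a class.

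**Figure D1:**
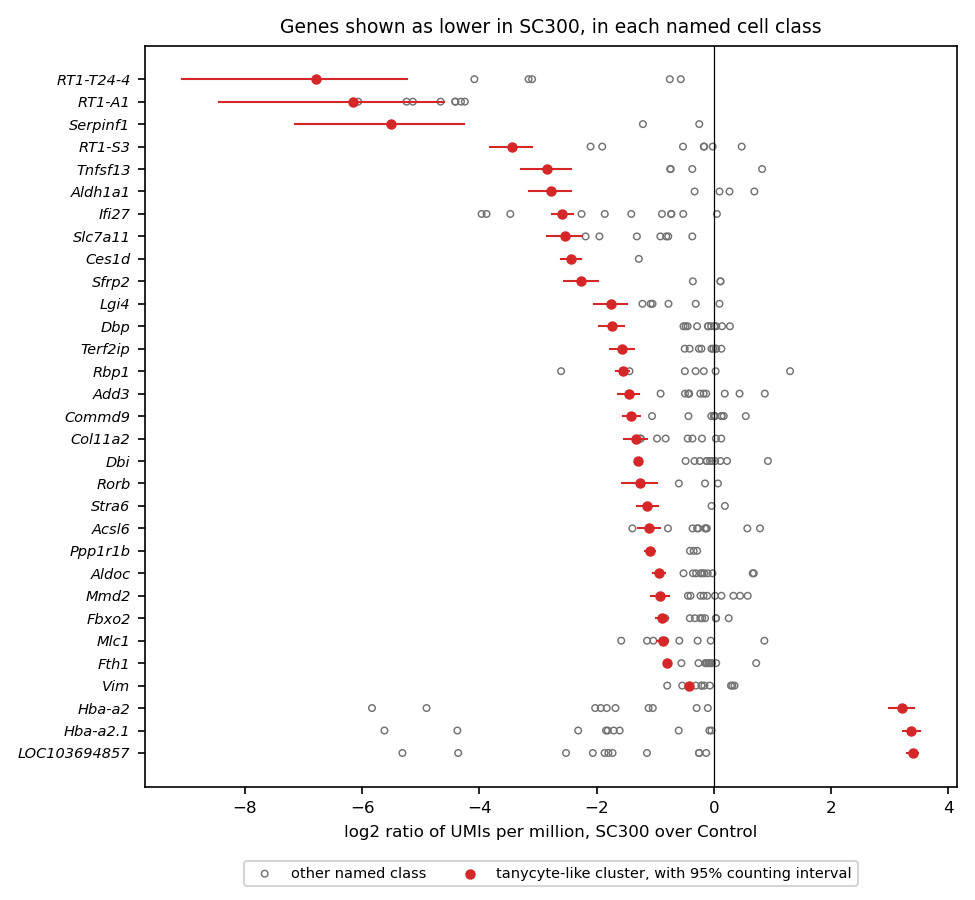
Log2 ratio of CPM, SC300 over Control (x axis), for the genes of Fig. 6C with *Vim* and *Rorb* (y axis). Red dots give the tanycyte-like cluster with 95% counting intervals and open grey circles the other named classes with at least 50 UMIs of the gene, such as *Vim* from −0.80 to 0.35.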

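The tanycyte-like cluster held 304 Control and 185 SC300 cells. These were 7.08% (6.33–7.88) of the Control cells and 4.22% (3.65–4.86) of the SC300 cells, a ratio of 0.597 (0.463–0.769). Finding neighbours in the UMAP embedding moved this result most among the alternatives, from a log2 ratio of −0.74 to −0.69, with 288 and 182 cells. Other than those of Fig. 6C, no gene was left out of the clustering for its difference in the first-pass cluster with the most *Kiss1*-positive cells alone. Leaving out such genes as well, an alternative chosen after seeing the data, gave 313 and 193 cells and a log2 ratio of −0.73. The main neuron-like cluster held 321 and 302 cells, 7.47% (6.70–8.30) and 6.90% (6.16–7.69), a ratio of 0.923 (0.743–1.15). No measure of how much such shares vary between rats or dissections can be had from 1 library per group.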

Control and SC300 had a total of 307 and 197 cells, respectively, in cluster 6. Among them 68 (22.14%) and 30 (15.23%) cells were *Kiss1*-positive cells in the Control and SC300 rats, respectively (Fig. 6E).

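The threshold of Fig. 6E, a log-normalized *Kiss1* value above 0.5, was passed by 68 Control cells (22.4%, 17.8–27.5) and 30 SC300 cells (16.2%, 11.2–22.3) of the tanycyte-like cluster. The log2 ratio of these shares was −0.46 (−1.29 to 0.33), so the difference lies within counting error. A cell above 15415 total UMIs fails this threshold with 1 *Kiss1* UMI, and deeper cells fail it with more. The threshold left out 10 of 78 Control cells (12.8%) and 12 of 42 SC300 cells (28.6%) with a *Kiss1* UMI, of which 9 and 8 had 1 *Kiss1* UMI. Counting every cell with a *Kiss1* UMI moved the log2 ratio most among the alternatives, to −0.18, and the thinned cells gave −0.72. The *Kiss1* UMIs of the cluster summed to 123 in Control and 71 in SC300, or 35.5 CPM (29.5–42.3) and 25.3 CPM (19.8–31.9), a log2 ratio of −0.49 (−0.93 to −0.055). No cell held more than 6 *Kiss1* UMIs in Control or 9 in SC300. In the main neuron-like cluster, 7 Control cells (2.18%) and 19 SC300 cells (6.29%) passed the threshold, a log2 ratio of 1.53 (−0.21 to 3.45, or 0.22 to 3.02 as a conditional binomial interval). The *Kiss1* UMIs there went the other way, with 833 in Control and 307 in SC300, or 79.8 CPM (74.4–85.4) and 28.2 CPM (25.1–31.5). The log2 ratio was −1.50 (−1.70 to −1.31), and 5 cells held 94.6% of the Control and 67.4% of the SC300 UMIs. Among all neuron-like cells, 5 of 353 Control cells and 2 of 325 SC300 cells passed the threshold for both *Kiss1* and *Tac3*. The 5 Control cells held 86–199 *Kiss1* and 220–499 *Tac3* UMIs each, and the 2 SC300 cells 48–66 and 7–264. In the unnamed cluster led by neuronal genes, 2 of 117 Control and 1 of 124 SC300 cells passed both thresholds. *Kiss1*-positive neuron-like cells without a *Tac3* UMI went the other way, with 2 in Control and 17 in SC300. Over all cells, *Kiss1* reached 20.0 CPM in Control and 8.23 CPM in SC300, a log2 ratio of −1.28 (−1.44 to −1.12). In its discussion, the paper sets a loss of Kisspeptin neurons against an inhibition of their activity, describes lower expression of genes for neuronal development, neuron projection and cell proliferation in the cluster that includes *Kiss1*-positive cells, and states that neonatal EB decreased the number of hypothalamic Kisspeptin neurons.

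**Figure D2:**
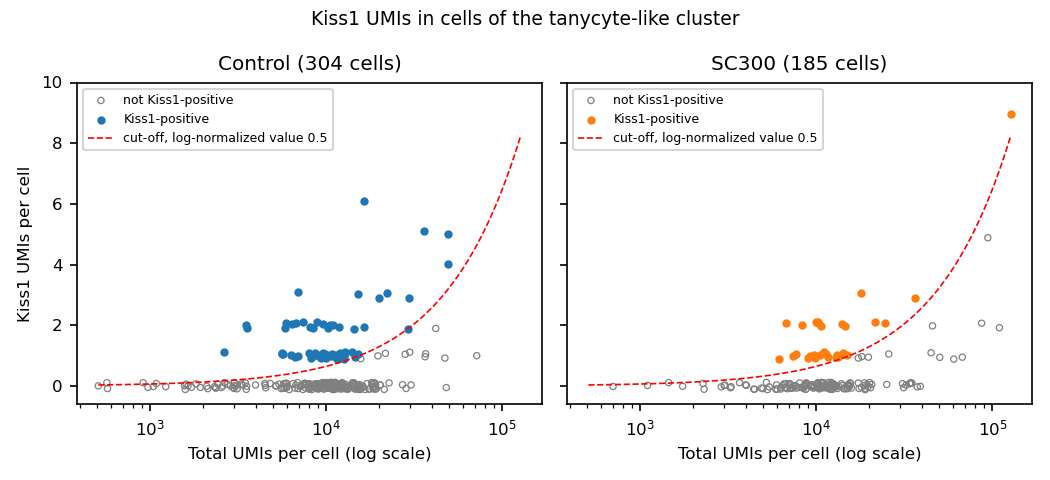
*Kiss1* UMIs per cell (y axis) against total UMIs per cell (x axis, log scale) in the tanycyte-like cluster of each library, with points shifted slightly up or down. Filled points are the 68 and 30 *Kiss1*-positive cells, open points the others, and the dashed line is the threshold of 0.5 on the log-normalized value.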

### Neonatal EB-capsule implant had no major impact on body and organ weights, mammary gland formation and blood chemistry

At PND 178–211 (6–7 months), body weights of EBx11 and SC300 rats were 1.55- and 1.19-fold heavier than the controls, respectively (Fig. 7A). SC300 and Controls had similar femur length, but bone weight/length ratios of SC300 and EBx11 were higher than controls (Fig. 7B). Among the major organs, brain, kidney, and heart weight per bodyweight were decreased in EBx11 and SC300 groups, but the liver and spleen weight were not impacted (Fig. 7C). In the liver histology, there were no pathological differences between the four groups (Supplementary Fig. 4). No significant differences in the renal and hepatic serum biochemical biomarkers were noted, except for alkaline phosphatase (ALP), which was increased in both EB treatment groups, and an increase in total cholesterol in the SC300 rats (Supplementary Table 2). The hepatic parenchymal architecture and cellular morphology did not differ between the 3 groups, and the mild increases in serum cholesterol and ALP concentrations could not be correlated with any hepatic histopathology. Mammary glands from the control and SC300 rats were subjected to whole-mount histological analysis and stained with Carmine alum solution to reveal the branching pattern of mammary ducts. In the control rats, mammary tissues revealed normal branching of the ducts and terminal end buds. Mammary duct branching in EBx11 and SC300 appeared to be reduced, and ductal widths and terminal end buds were not as well developed (Fig. 7D). No structural abnormalities, such as dilation of the mammary gland or mammary dysplasia, were observed in the mammary tissues of EB-treated rats. A complete blood count (CBC) was performed to evaluate hemogram and leukogram between treatment and control rats. There were no significant differences in platelet or WBC numbers between groups, whereas the Mean Corpuscular Volume (MCV) in EBx11 was higher than control (Supplementary Table 3).

**Figure 7:**
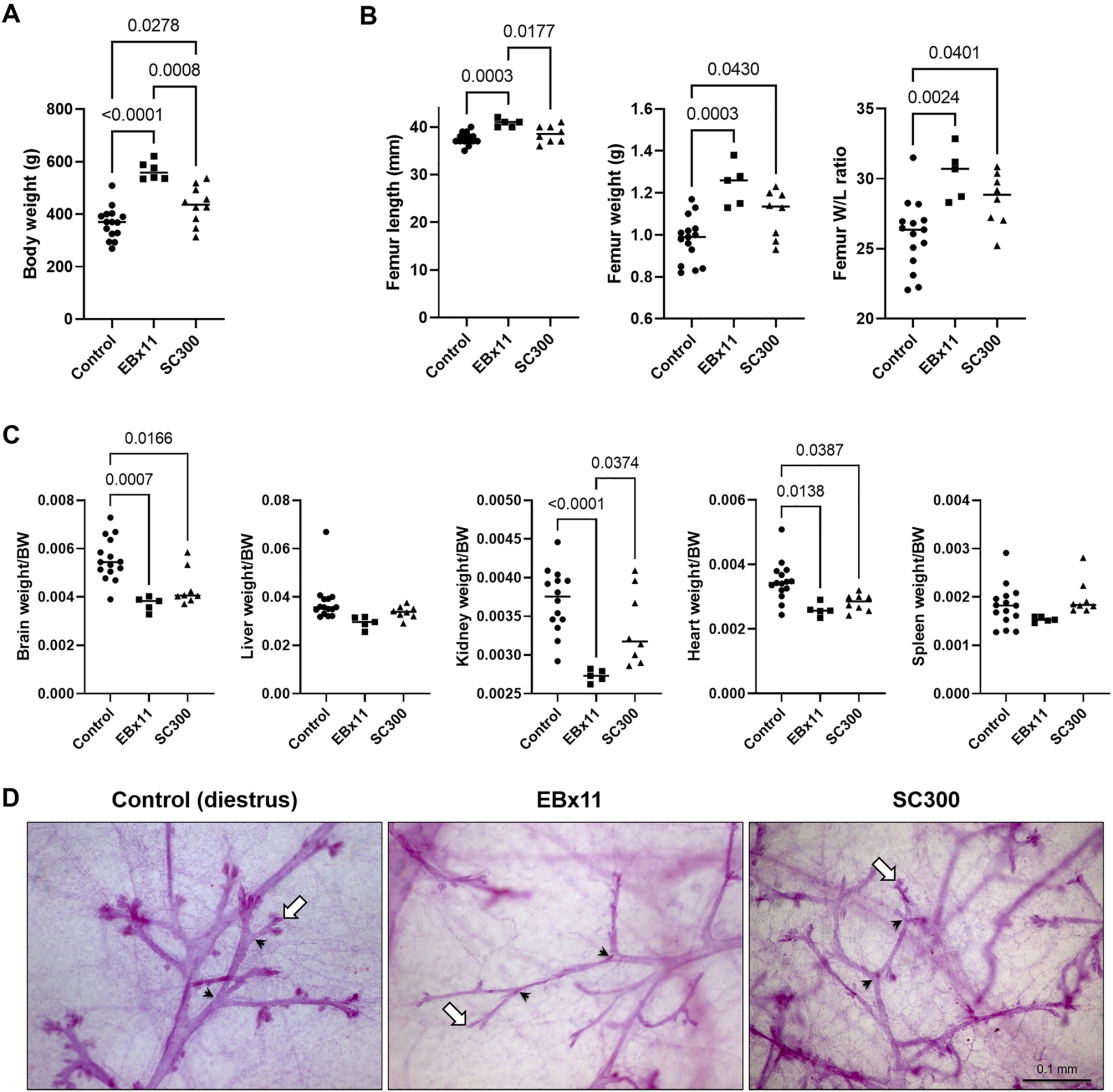
Effects of neonatal estradiol benzoate (EB) on body and organ weights and structure of the mammary gland. Controls received silicone capsules with oil only. The EBx11 group received EB injections on 11 consecutive days from birth (total of 315 µg EB). The EB300 group received a single implant of a silicone capsule containing 300 µg EB. All organs and tissues were collected at PND 178–211 (6–7 months). (**A**) Body weight (BW). (**B**) Femur bone weight, length, and weight/length ratio. (**C**) The weight of essential organs is presented as the ratio of organ weight/BW. (**D**) Mammary gland morphology by whole mount imaging. Arrowheads indicate branching points of mammary ducts. Arrows indicate terminal end buds. Ductal end bud formation appears to be underdeveloped in the EBx11 and SC300 glands, with ductal width also being thinner than in control mammary gland tissues. Error bars = SD. Significant differences between groups are indicated by *P*-values (One-way ANOVA with Tukey post hoc test).

### Biodegradable EB-microspheres induce sterility in rats with single neonatal injection

At 1.5 months of age, control and EBMS300 rats were checked for vaginal opening and evidence of estrous cycling patterns for 2 weeks. EBMS300 females had incomplete vaginal openings and did not show signs of estrus during examination of vaginal cytology, whereas control rats showed normal vaginal openings and displayed regular estrous cycling patterns (Fig. 8). In the first and second rounds of fertility testing, controls had 87.5% fertility, with 12.4 and 10.8 pups/litter, respectively. EBMS300-treated rats did not produce any litters (Table 2). Ovarian histology revealed that EBMS-treated rats had smaller ovaries and were anovulatory, similar to the SC300-treated rats (Fig. 8).

**Figure 8:**
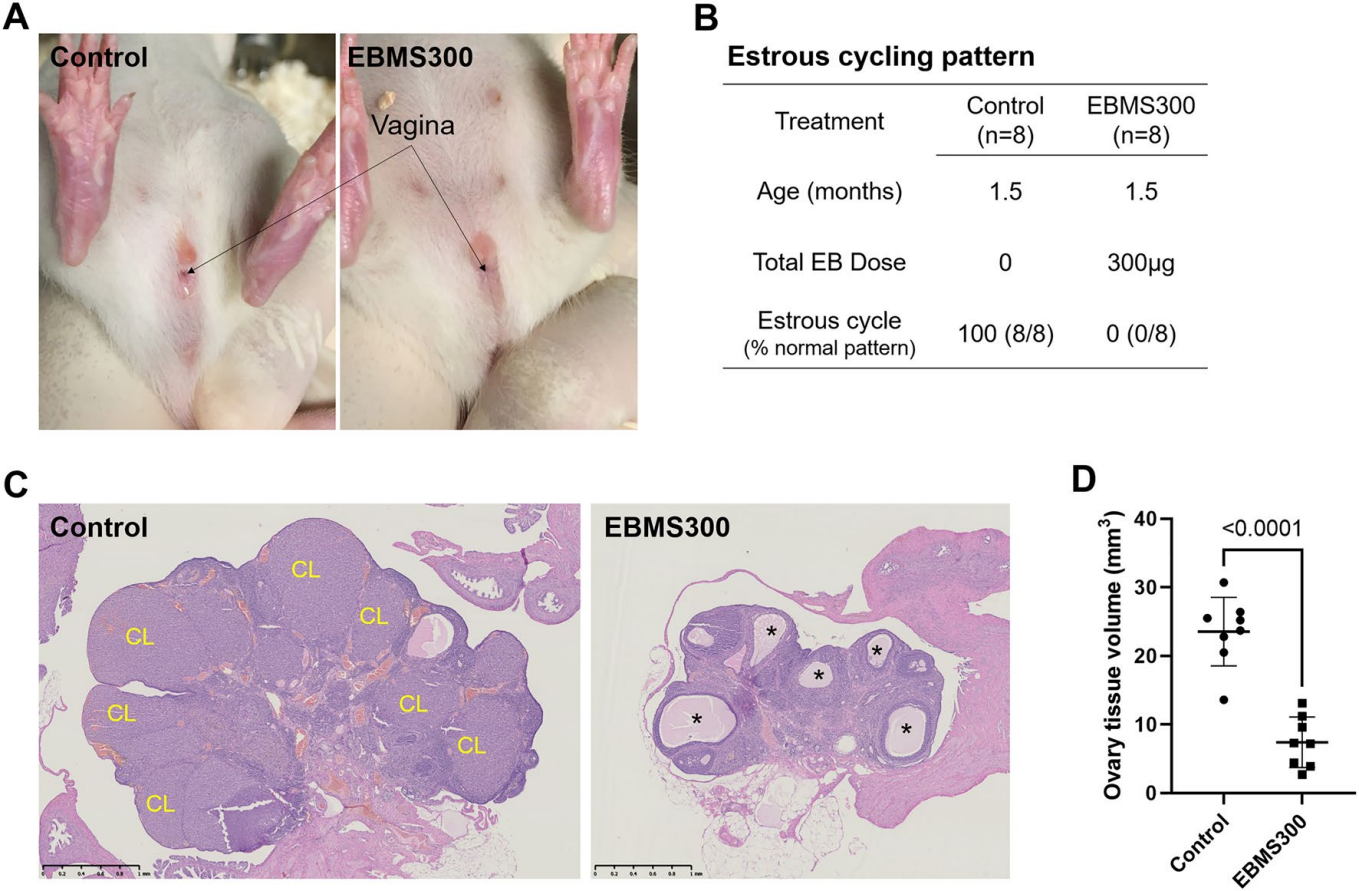
Neonatal injection of biodegradable estradiol benzoate-microspheres (EBMS300) inhibited vaginal opening and ovarian function. Controls were untreated females. The EBMS300 group received a single injection of 300 μg of EB in the reconstituted microspheres. (**A**) Vaginal opening of control and EBMS300 rats until PND 45. (**B**) Estrous cycle of control (n = 8) and EBMS300 (n = 5) rats from PND 44 to 50 (1.5 months). (**C**) Representative histology of ovaries on PND 125. In the control ovary, numerous corpora lutea (CL) are easily recognized as large homogenous structures, which resulted in a greatly enlarged organ. In the EBMS300 ovary, the CL is absent, with only anovulatory follicles (*) being present in a visibly smaller organ. (**D**) Volume of the ovary in control and EBMS300 rats (PND 125). Significant differences are indicated by *P*-values (Student’s *t*-test). Error bars = SD (n = 8).

### Neonatal EB-capsule implant inhibits hypothalamic Kisspeptin expression in female dogs

The small-scale dog study was performed to provide only a determination of *KISS1* mRNA expression in the hypothalamus, which was the primary target for EB treatment in the rat, and potential downstream effects on the ovary. At PND78, SC9000 dogs (n = 3) had 83% lower *KISS1* mRNA expression compared to that of control dogs (n = 3) (Fig. 9A). At this age, histological observation showed that control dog ovaries had primordial, primary, and late primary/secondary follicles. However, SC9000 ovaries were relatively smaller than those of control’s and no primary and secondary follicles was present, with only primordial follicles being present (Fig. 9B).

**Figure 9:**
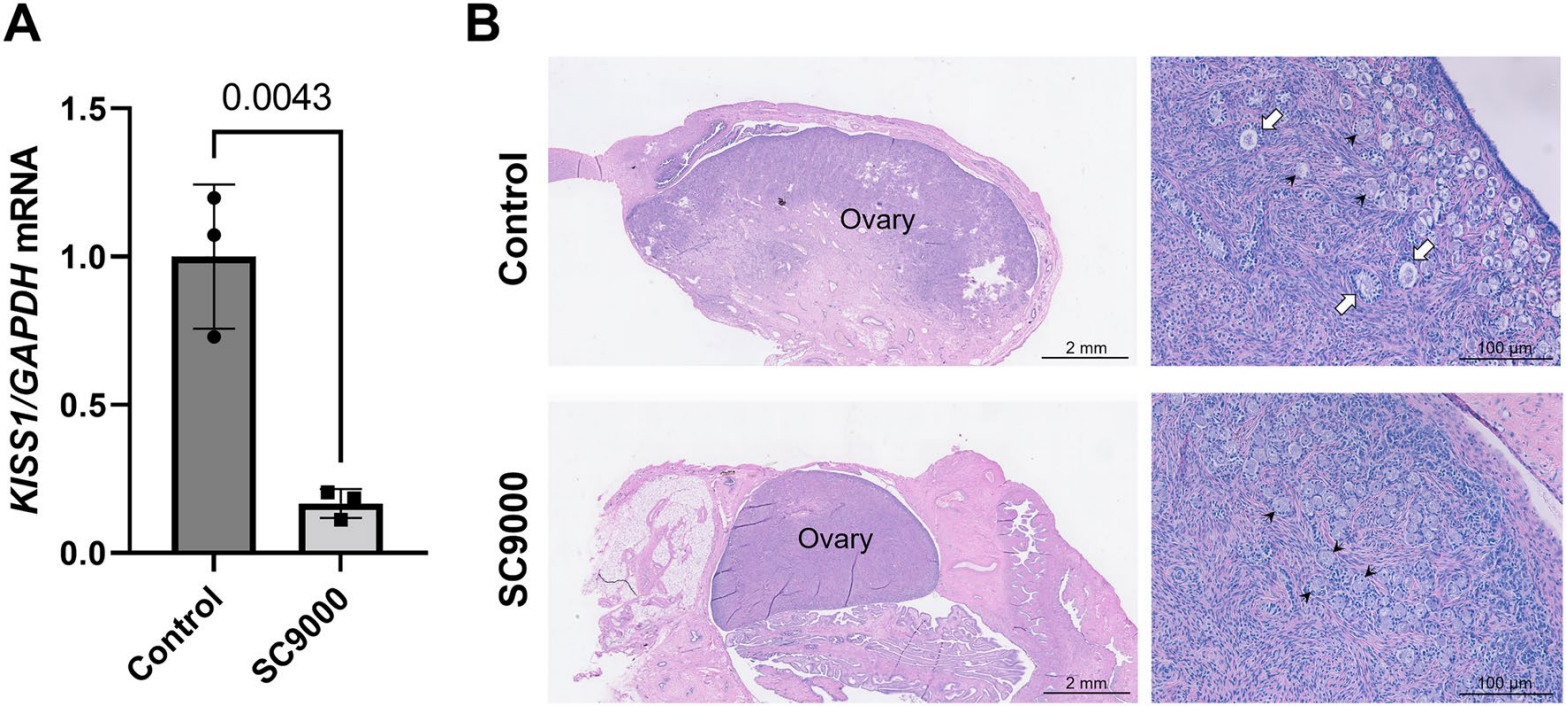
Inhibited hypothalamic *KISS1* expression and ovary development in female Beagle dogs after neonatal implant of estradiol benzoate (EB)-capsule. (**A**) *KISS1* mRNA expression in the hypothalamus of control and SC9000 (9,000 μg EB) dogs on PND 78 (2.5 months). Error bars = SD (n = 3).* P*-values indicate significant differences (Student’s *t*-test). (**B**) Representative histology of control and SC9000 ovaries on PND 78 (2.5 months) (n = 3). Arrowheads and arrows indicate early primary follicles and late primary/secondary follicles, respectively.

## Discussion

In this study, we tested the hypothesis that a permanent infertility (sterility) could be induced in female animals by a transient elevation of estrogen at a neonatal stage using a slow estrogen-release method. Data presented here support the hypothesis, as postnatal treatment-induced elevation of estrogen level using silicone capsule or microspheres induced complete infertility in female rats. Consistent with this finding, neonatal implantation of an EB pellet in the female dog decreased hypothalamic *KISS1* expression, suggesting that the neonatal estrogen treatment may be developed as a non-surgical alternative to surgically sterilizing female dogs.

Previously, delivering EB by daily injections in oil showed that an elevation of circulating E2 levels for at least 2–3 weeks was required for inducing sterility in female rats^27,46^. However, such treatment method would be impractical for use in the veterinary profession and daily injections would maintain a rather high concentration of E2 over the entire treatment period, which could lead to adverse health effects. Therefore, we designed EB delivery devices (silicone capsules and microspheres) to release EB over a 2–3-week period by a single treatment, with slight differences in their pharmacokinetics. When implanted neonatally, the SC300 rats maintained serum E2 level of 200 pg/mL or higher for over 2 weeks, and in the hypothalamus E2 levels were 10 times higher than in the blood. However, the hypothalamic elevation of E2 was short-lived and decreased rapidly to the control level within a week while the blood level of E2 was still maintained at > 200 pg/mL. Hypothalamus is known to contain a higher E2 concentration than blood^47,48^ and to accumulate E2 in neonatal stage in particular^49^. Therefore, the unexpectedly high E2 level observed in the hypothalamus of SC300 implanted animals is thought to be achieved by an innate E2 accumulating physiology in the hypothalamus. The rapid decline of hypothalamic E2 is likely due to the ability of the hypothalamus to actively remove the steroid. Generally, in the adult female, local E2 levels are an outcome of gonadal E2 synthesis and its metabolic degradation or its conversion to less-active forms of estrogen, such as estrone (E1) and estriol (E3)^50^. The oxidative 17β-hydroxysteroid dehydrogenases (17β-HSDs) such as 17β-HSD4 and 17β-HSD8 are known to play a key role in this metabolic process^50–52^. 

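UMIs of 4 genes of 17β-HSDs were counted in all cells of the PND 29 libraries, the oxidative *Hsd17b4* (ENSRNOG00000015840) and *Hsd17b8* (ENSRNOG00000000466) and the reductive *Hsd17b1* (ENSRNOG00000019830) and *Hsd17b7* (ENSRNOG00000002826). *Hsd17b4* had at least 1 UMI in 53.5% of Control and 53.8% of SC300 cells, and *Hsd17b8* in 30.4% and 31.6%. *Hsd17b1* had one in 1.91% and 2.33% of the cells, and *Hsd17b7* in 6.96% and 7.81%. Either oxidative gene was found in 61.1% and 62.3% of the cells, and either reductive gene in 8.82% and 10.1%. With each of the 3927 Control and 4190 SC300 cells of sufficient depth thinned to 2000 UMIs, the shares were 18.5% and 16.2% for *Hsd17b4*, 6.98% and 6.83% for *Hsd17b8*, 0.611% and 0.525% for *Hsd17b1*, and 1.2% and 1.4% for *Hsd17b7*. The thinning left out 369 and 189 cells. No cell class can be taken to lack these enzymes, so no background share was set against them. *Hsd17b1* UMIs lay mostly in microglia-like cells, which held 66 of 91 in Control and 65 of 108 in SC300.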

Our hypothalamic scRNAseq data showed an abundance of cells that express oxidative 17β-HSDs-positive, but only scant reductive 17β-HSDs-expressing cells (Supplementary Fig. 5). Thus, E2 removal was likely active in hypothalamic cells at this neonatal age. Based on these findings, future investigation of their potential enzymatic activity and role in the clearance of E2 from the hypothalamus is warranted. In the meantime, the mRNA expression levels of 17β-HSDs in the hypothalamus of the PND 29 were not different between Control and SC300, indicating there was likely no lasting impact on the expression of those genes by the neonatal hypothalamic E2 elevation.

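Over all cells, *Hsd17b4* had 5540 Control and 5102 SC300 UMIs, or 107.8 and 90.5 CPM, a log2 ratio of −0.25 (−0.31 to −0.20). *Hsd17b8* had 2138 and 2240 UMIs, or 41.6 and 39.7 CPM, a log2 ratio of −0.067 (−0.15 to 0.019). The log2 ratio was 0.11 (−0.30 to 0.53) for *Hsd17b1*, at 1.77 and 1.92 CPM, and 0.075 (−0.13 to 0.28) for *Hsd17b7*, with 358 and 414 UMIs or 6.97 and 7.34 CPM. Counting error therefore covers the difference over all cells for these last 3 genes. The difference in *Hsd17b4* is larger than counting error, with no measure of the variation between rats beside it. Of 12 classes, *Hsd17b4* was lower beyond counting error in 4, with log2 ratios of −0.43 (−0.59 to −0.26) in tanycyte-like, −0.43 in neuron-like, −0.33 in astrocyte-like and −0.18 in mature oligodendrocyte-like cells. The intervals of the other 8 included 0, and their log2 ratios ran from −0.16 to 0.94. *Hsd17b8* went both ways beyond counting error. Its log2 ratio was −0.29 (−0.51 to −0.074) in mature oligodendrocyte-like and 0.25 (0.066 to 0.43) in neuron-like cells. In the remaining classes measured for *Hsd17b8*, the interval included 0. The share of cells with an *Hsd17b4* UMI differed by less than counting error without thinning, and after thinning its log2 ratio was −0.20. Leaving out cells above 10% mitochondrial UMIs moved *Hsd17b7* most, to a log2 ratio of −0.33.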

It has previously been reported that direct exposure of the hypothalamus via E2 micro pellets or infusion in the neonate was sufficient to sterilize female rats, while implanting the same pellets or injecting the equivalent dose of E2 subcutaneously was not effective in inducing sterility^53,54^. However, in our current study, administering a single dosing of EB subcutaneously was able to induce sterility, most likely due to the ability to induce a significant elevation of E2 in the hypothalamus for a longer period of time using the extended-release methods. Female rats that were neonatally treated with EB implant or microspheres did not exhibit any sign of pubertal onset nor display estrous cyclicity. Of note, treatment of those rats with a KISS analog instantly elevated circulating LH to the level that was comparative to intact animals, indicating that GnRH neurons and pituitary gonadotrophs retain their functional responsiveness.

The onset of puberty is triggered by the functional crosstalk among the organs of hypothalamic-pituitary-ovarian axis^55–57^, especially through the activation of GPR54 signaling by KISS1 secreted from Kisspeptin neurons of the hypothalamus^58–62^. In the hypothalamus of primates and rodents, *Kiss1* mRNA expression increases toward the onset of puberty^63–65^. Indeed, *Gpr54* knockout (KO) mice do not undergo puberty nor show estrous cyclicity but show under-developed ovaries, sub-physiological level of serum sex steroid and do not ovulate^60,66,67^. These phenotypic characteristics of *Gpr54*KO mice are nearly identical to those of the SC300-treated female rats, suggesting a disrupted KISS1-GPR54 system. However, the SC300 rats had a partially opened vagina, unlike the *Kiss1*KO mice in which the vagina was completely closed at puberty^21,68^. This difference was likely due to neonatal SC300-treatment having only a partial effect on the Kisspeptin neurons, while in the *Kiss1*KO mouse, there was complete absence of KISS1-driven GPR54 activation. Hence, the partially formed vaginal opening could be a consequence of reduced, yet not entirely diminished, hypothalamic Kisspeptin levels resulting from EB treatment. This was further supported by the fact that ovaries in the *Kiss1*KO female mice displayed follicles up to the antral stage of development, but no preovulatory follicles were observed^69^, whereas in the present study ovaries from all neonatal EB treatments had all stages of follicles, including antral follicles, but there was no formation of a corpus luteum, indicating a total absence of ovulation. Thus, the neonatal EB treatments as tested inhibited ovulation, but did not impair folliculogenesis. It is reasonable to hypothesize that while EB produced a reduction in KISS1 expression, it did not completely eliminate its expression and activity, thus allowing for antral follicle development, but disrupting possibly the required surge in LH, as previously observed^27,70^. The impact of SC300 treatment on neonates was distinct in terms of its effect on the ovaries; however, its influence on uterine weight was limited. Notably, smaller uteri were observed only in EBx11 rats compared to the control group, which seems to be a result confined to cases where a high dose of EB was administered over a short period. Similarly, a decrease in uterine weight was confirmed in rats that received 10 µg of E2 daily for 5 days post-birth^71^. These findings suggest that SC300 has a limited direct effect on the uterus compared to EBx11, which is thought to be due to the slower and declining drug release compared to EBx11.

ARC Kisspeptin neurons primarily serve the role of GnRH pulse generator, while AVPV Kisspeptin neurons induce the mid-cycle LH surge and subsequent ovulation^19^. In the adult, these separate populations show differential regulation by E2^72^. In the neonate, little is known of their regulation; however, ovaries in the SC300-treated rats did not form a CL, indicating that ovulation did not occur. Thus, in addition to decreasing the ARC kisspeptin neurons, the study also supports a previously reported ability of neonatal EB treatment to inhibit the AVPV Kisspeptin neurons. The previous study found that a single dose of EB during the neonatal period could suppress KISS1 expression in the AVPV, while an inhibition of KISS1 expression in the ARC required multiple EB treatments between PND 0–10^27^. As a result, it has been suggested that AVPV Kisspeptin neurons have a higher sensitivity to EB treatment than ARC Kisspeptin neurons. Thus, it is posited that the decreased KISS1-ir in the ARC, which has relatively low sensitivity to neonatal E2 treatment, would be accompanied by a decrease in Kisspeptin expression in the AVPV, ultimately leading to infertility. Therefore, KISS1 expression was assessed in the ARC by the intensity of KISS1-ir. The results revealed that the EB treated rats had lower KISS1-ir in the ARC on PND 29. However, it was important to determine if this was simply an inhibition of neuronal activity or if the reduction represented a reduced number of Kisspeptin neurons. The reduction in activity could be interpreted as a temporary effect, but the loss of neurons would likely result in a permanent effect.

The transcriptome analysis of hypothalami found that EB-treatment decreased the mRNA expression of multiple genes known to be involved in regulating neuronal development, neuron projection, and cell proliferation, specifically in the cluster that includes *Kiss1*^+^ cells (Fig. 6C, Supplementary Fig. 3). Minabe et al. (2017) suggested that estrogen receptor α and/or β (ESR1 and ESR2) likely mediate the inhibitory action of E2 on Kisspeptin neuron differentiation and viability^27^. This finding raises the possibility that estrogen may directly inhibit the development or survival of the Kisspeptin-lineage cells via interaction with ESRs. This hypothesis is supported by a previous finding that repeated neonatal EB treatments decreased the number of not only *Kiss1*-expressing cells, but also *Pdyn*- or *Tac3*-expressing cells in the hypothalamic ARC region^27^. Previous studies have suggested that the number of Kisspeptin neurons decreases via apoptosis or inflammatory responses, as a result of an increase in E2 levels, specifically in males during the neonatal period. Males have higher BAX, proapoptotic Bcl-2 (B-cell lymphoma 2)-associated protein, expression levels than females in the developing AVPV region^73,74^, and this is thought to be a reason for the sexual difference in Kisspeptin populations between males and females. Indeed, the *Bax*KO eliminated the sex difference in total number of AVPV cells^75^. More importantly, *Bax*KO increased the number of AVPV and ARC Kisspeptin neurons in both sexes^76^. E2 increases neuronal inflammation by mediating the induction of COX-2 and subsequently, PGE2 can also affect neuronal apoptosis as seen in AVPV kisspeptin neurons during exogenous E2 administration^77^. Although the mechanism that regulates apoptosis in Kisspeptin neurons by estrogen is not clearly known, the neonatal E2 treatment-induced sterility suggests that Kisspeptin-lineage neurons were removed by E2/ESRs-mediated apoptosis. Additionally, our study has shown a decrease in gene expression related to the development of neurons in rats treated with SC300. This suggests that developmental inhibition of Kisspeptin neuron by E2 could also be proposed as a new mechanism in E2-induced sexual dimorphism in the hypothalamus. Based on this working principle that EB could suppress hypothalamic Kisspeptin neuron development or survival, the hypothetical window for induction of sterility by EB would be limited to neonatal ages, and possibly extending to an early prepubertal period. Although it is clear that EB treatment in neonates decreased the number of hypothalamic Kisspeptin neurons, this treatment would not be successful if given at a pubertal or post-pubertal age, as the Kisspeptin neuron population would already be established. Adult treatment would likely reduce LH levels^78^, but this would only be temporary and not induce sterility. However, further research involving EB treatment in post-pubertal rats is needed to confirm this.

Induced infertility in the present study shares a working principle with a previous report that neonatal female rats treated with EB show continuous anestrus due to suppression of ARC *Kiss1* expression and the LH pulse^27^. However, it remained unclear whether these results were due to abnormalities in the function of Kisspeptin neurons or GnRH neurons. Therefore, to verify whether there was a decrease in GnRH neuron function due to EB in treated rats, we performed a KP-10 challenge experiment. If GnRH neurons were still responsive to ligand stimulation and capable of downstream activity, KP-10 should cause the release of LH. KISS1 acts on downstream GnRH neurons resulting in the release of GnRH, which in turn stimulates the synthesis and release of LH from pituitary gonadotrophs^79^. SC300 treated females that were given KP-10 (a kisspeptin analog) showed a robust increase in serum LH, similar to controls, demonstrating that the neonatal estrogen treatment had not produced a permanent effect on the GnRH neurons or pituitary gonadotrophs, but rather was focused on the kisspeptin neurons in the hypothalamus. Thus, during estrus the control pituitary would be able to respond to the normal secretion of KISS1, while the SC300 pituitary, although capable of responding, would not do so because of the KISS1 deficiency. However, the underlying mechanisms by which neonatal treatment with exogenous E2 decreased the number of hypothalamic Kisspeptin neurons remains unknown.

Exposures to exogenous estrogens during the neonatal period have for many years been suspected of producing adverse effects on skeletal development and inducing dilation of the mammary gland ductules, and endbuds^80,81^. With such concern in mind, the effects of EB treatment of neonatal rats were assessed, but no abnormalities were found in the femur bones and the mammary gland had a reduction in branching and ductal widths, with underdevelopment of the endbuds. Furthermore, the present study found no health-related problems or major gross or histopathological changes in major organs outside of the reproductive system. The lack of adverse effects was likely due to the slow release of EB from the implant and declining concentration of E2 over time, limiting the adverse impact of EB in other growing organs. In the current study, there were no differences between control and EB-treated groups in liver weights, gross morphology, and histopathology. The increased serum ALP concentration in the EBx11 and SC300 rats might be due to an upregulation of the ALP bone-isoenzyme because of accelerated bone growth. It is also postulated that the mild hypercholesterolemia in the SC300 rats was due to dyslipidemia induced by an E2-deficient state as previously documented in rodents and postmenopausal women^82^.

However, it is known that loss of reproductive function alone may result in some changes in blood chemistry. For example, it is well documented that routine surgical sterilization by OVX can result in increased levels of ALP, ALT, AST, and cholesterol, compared to sham-operated animals^83,84^. Therefore, we compared serum chemistry changes induced by EB treatment with those seen in OVX rats. By comparison, SC300-treated rats only had a mild increase in serum ALP concentration (Supplementary Table 2). More importantly, SC300 treatment did not result in hepatitis and hepatic steatosis, whereas OVX can contribute to these changes^83,85^. The increase in body weight after EB treatment compared to control rats mimics the weight gain that occurs in OVX rats^86^. This indicates that loss of gonadal function and steroidogenic capacity can alter metabolic activity and fat accumulation as the animal reaches puberty. Indeed, OVX rats showed increased body weight, lower liver weight relative to body weight, lower kidney weight relative to body weight, and lower spleen weight relative to body weight compared to the control group and SC300 rats (Supplementary Fig. 6). Although ALP and serum cholesterol levels increased to similar extents in both SC300 and OVX groups compared to the control group, these results indicate that, at least in the examined parameters, SC300-treated rats were healthier than OVX rats in terms of obesity risk.

The sterilization method using neonatal EB delivery has benefits over surgical sterilization. The ovaries continue to produce E2 for several months, allowing the animals to benefit from circulating E2 that is requisite for musculoskeletal growth. The presence of the ovary and its ability to produce E2 in the SC300 rats produced a better physiological outcome than OVX. It is noteworthy also that SC300 rats showed a smaller increase in body weight than the EBx11 rats, indicating that slow release of EB, with declining serum levels over a short period of time, could help prevent fat accumulation, in contrast to the OVX animals. Sustained release of EB is safe and has advantages over OVX for sterilization. Estrogen and its derivatives are commonly used in human and animal medicine, especially in women, where estradiol, estradiol valerate, estradiol acetate, estradiol cypionate and other synthetic estradiol compounds are used for preventing or reducing menopausal symptoms^87–89^. Estrogen is used in dogs for the treatment of urinary incontinence and hormone replacement therapy^89–92^. In food production animals such as beef cattle, EB implants are approved for improving feed efficiency^93^. In this study, no major health concerns were found in female rats receiving neonatal EB treatment, but extensive work is needed to address potential safety concerns in other species.

Steroids can be administered in mammals, including humans, through various delivery systems, such as pills, oil carrier injections, tampons, transdermal patches, pellets of various compositions, infused microspheres, and implants of cured silicone elastomers^94–97^. One method involves mixing steroids with silicone rubber, with and without the use of membranes^98^. Another method uses Silastic tubing to implant concentrated steroid crystals or steroid mixed with liquid silicone elastomer in discrete lengths for control of dosage^31,96^. PLGA-based microspheres systems provide an advanced drug delivery technology approved by the US Food and Drug Administration as a biodegradable polymer for hormone therapy in humans; e.g. Zoladex^99^. The active ingredients, which are physically entrapped in the PLGA-drug complex, are released through esterase-mediated hydrolytic degradation of the PLGA structure and excreted from the body, which results in a complete removal of the polymer^100–102^. Both the silicone capsule and PLGA microsphere systems are efficient for drug delivery, but there may be hesitancy to use silicone capsules in pets or food production animals because silicone is non-degradable and would remain permanently after the drug is released. Manufactured silicone implants would also less flexible for adjusting the dose according to body weight. For those reasons, EB-containing biodegradable PLGA microspheres were designed and tested and found to be as effective as silicone capsules. A prior in vivo study observed that PLGA microspheres containing steroids smaller than 10 µm in size continued to release the drugs for 21 days^103^. This would imply that using PLGA microspheres to deliver EB could increase hypothalamic E2 levels in a pattern similar to that found with silicone capsules and induce infertility in female rats, similar to SC300. Indeed, the data demonstrated that PLGA microspheres could serve as a biodegradable material for EB delivery.

Because kisspeptin neurons of ARC have been reported in other mammals, including sheep, pigs, dogs, cats, goats, cattle, guinea pigs, and monkeys, it is possible this sterilization method, with some modification of the EB release pattern, could have universal application for several species including zoo and pet animals^104^. Kisspeptin neurons have been reported in the female dog^105^; therefore, we performed a pilot study in neonatal female Beagle pups. Similar to the rat, neonatal treatment with EB (equivalent to 22.5 mg/kg BW) in the female dog decreased *KISS1* expression in the hypothalamus and inhibited or delayed ovarian development at 3.5 months of age, as evidenced by the absence of primary/secondary follicles. This indicates that neonatal treatment of dogs is worth investigating as an alternative to surgical sterilization (spay or neuter). In future studies, we will expand this study to validate the efficacy and safety of neonatal EB treatment through long-term surveillance during the entire dog's lifespan. This technology may not be applicable to animals of all ages, but could be used as a sterilization technique for animals born in shelters. Based on the mechanism of sterility induction through the suppression of Kisspeptin neuron development and the decrease in cellular *Kiss1* expression, it is likely that infertility in the male could also be induced by neonatal exposure to EB. Indeed, similar to female rats, neonatal EB treatment in the male suppressed ARC *Kiss1*, thereby disrupting the onset of puberty, which resulted in testicular atrophy due to reduced levels of testosterone^106^.

## Summary and conclusions

A single neonatal subcutaneous administration of an estrogen via slow-release methods induced permanent infertility (sterility) in female rats. This supports the idea that a supraphysiological, but temporary, increase in E2 levels during postnatal development can disrupt the HPG axis by permanently inhibiting Kiss1 expression, while leaving GnRH neurons and gonadotrophs intact. Neonatal treatment of female rats with EB reduced the number of Kisspeptin neurons and their immunoreactivity in the hypothalamus, which resulted in permanent non-ovulation. Repeated dosing of the animals was not necessary, as a single capsule implant of EB or injection of EB-microspheres was sufficient to induce anovulation. Health safety parameters were found to be similar to surgical ovariectomy. Preliminary testing in female dogs showed similar suppression of KISS1 expression in the hypothalamus. Therefore, further development of this estrogen-treatment method for sterilization in domesticated animals, such as female dogs and cats is worthy of investigation. Such research should begin by determining the appropriate age range for EB treatment to induce sterilization in dogs and cats.

## Supplementary Information

Supplementary Information.

## Data Availability

The code and test sets are available in the github repository https://github.com/cjpark85/Rat_Hypothalamus_scRNAseq and the NCBI GEO database (GSE221002).

# Supplementary material for: Single neonatal estrogen implant sterilizes female animals by decreasing hypothalamic KISS1 expression
**Source:** Sci Rep. 2023 Jun 14;13:9627. doi: 10.1038/s41598-023-36727-8
**Supplement:** Supplementary file 1 — Supplementary Information.

## **Supplementary Figures and Tables**

### **Single neonatal estrogen implant sterilizes female animals by decreasing hypothalamic KISS1 expression**

Chan Jin Park<sup>1,2</sup>, Shiori Minabe<sup>3</sup>, Rex A. Hess<sup>2</sup>, Po-Ching Patrick Lin<sup>1</sup>, Sherry Zhou<sup>2</sup>, Shah Tauseef Bashir<sup>1</sup>, Radwa Barakat<sup>1,4</sup>, Arnon Gal<sup>5</sup>, and CheMyong Ko<sup>1,2</sup>

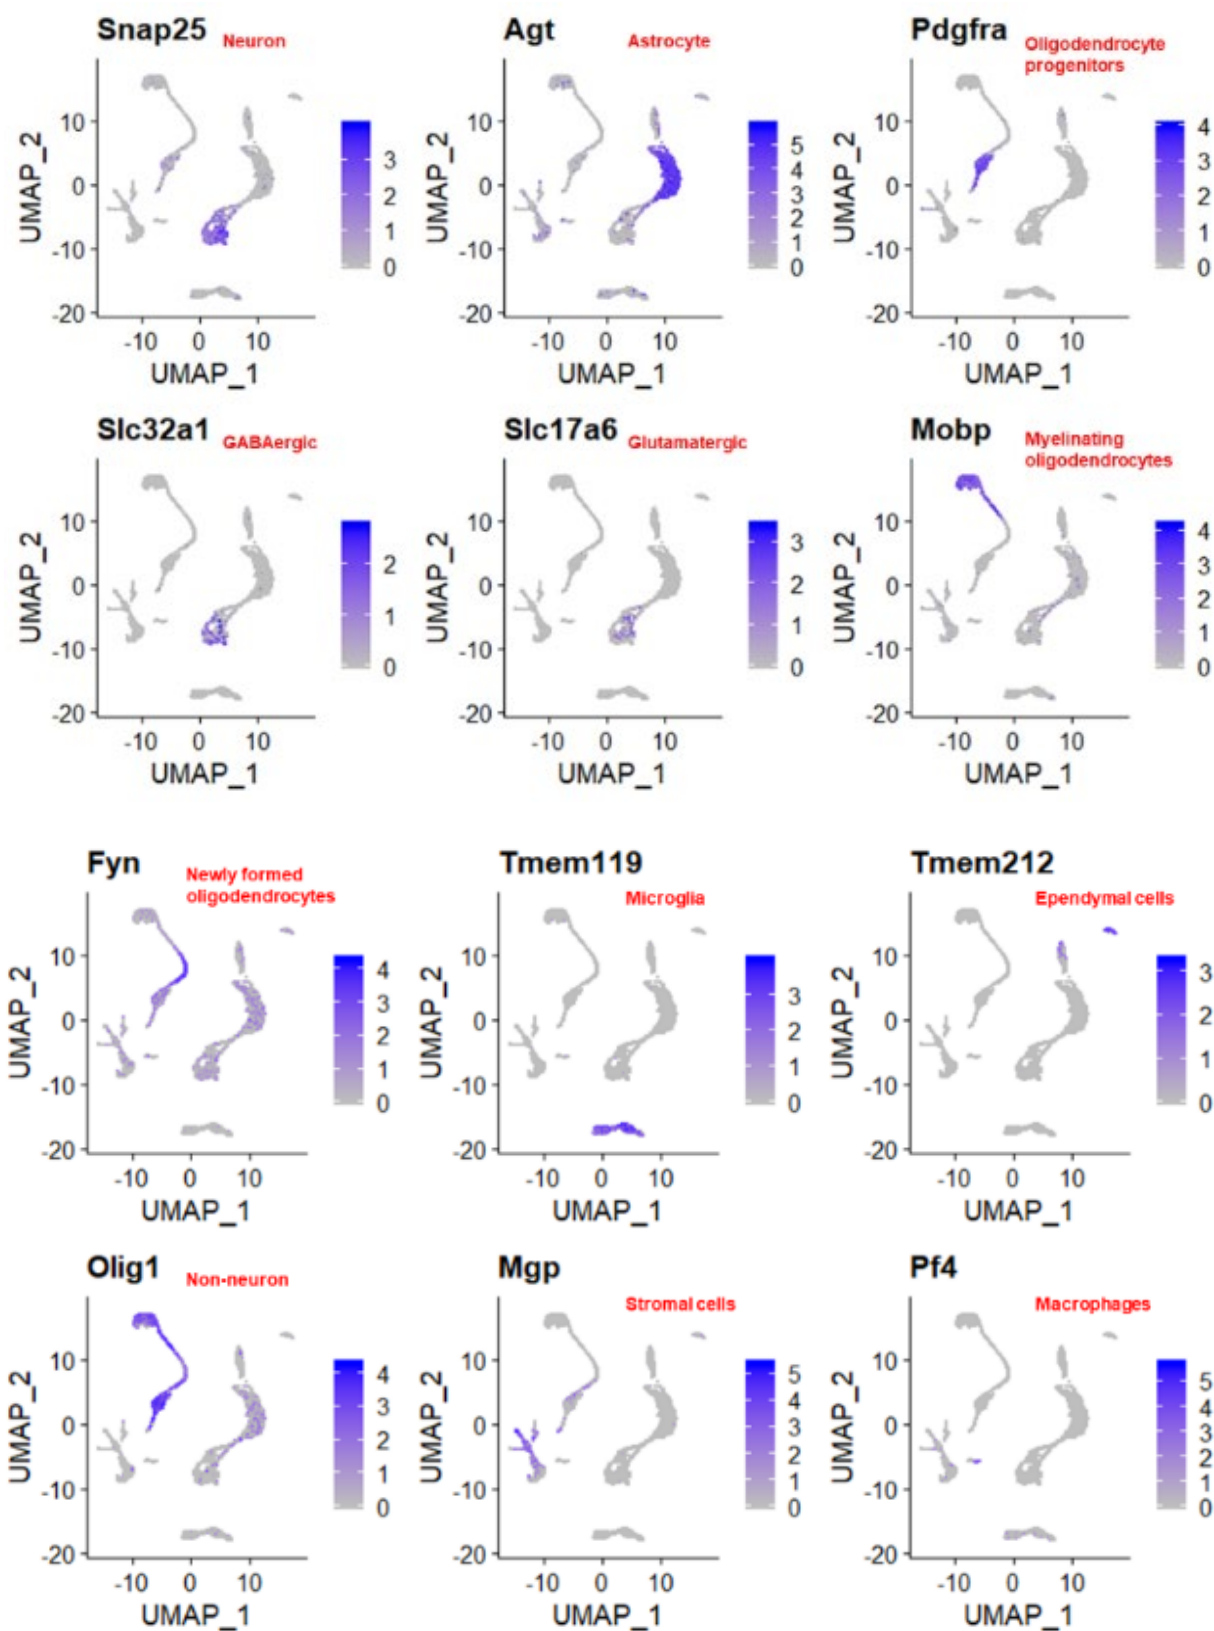

**Supplementary Figure 1. Cluster identification in hypothalamic cells by single-cell RNA**

**sequencing.** Hypothalamic cells of n=3 Control or SC300 rats were pooled and UMAP clustered together. The following markers were localized in the UMAP plots of hypothalamic cells from Control and SC300 rats: Neuron marker (*Snap25*), Astrocyte marker (*Agt*), Oligodendrocyte markers (*Pdgfra*, *Fyn*, *Mobp*), Microglia marker (*Tmem119*), Ependymal cell marker (*Tmem212*), GABAergic neuron marker (*Slc32a1*), Glutamatergic neuron marker (*Slc17a6*), Non-neuronal cell marker (*Olig1*), Stromal cell marker (*Mgp*), Macrophage marker (*Pf4*). Relative expression level is shown by color density, with the darkest blue corresponding to highest expression.

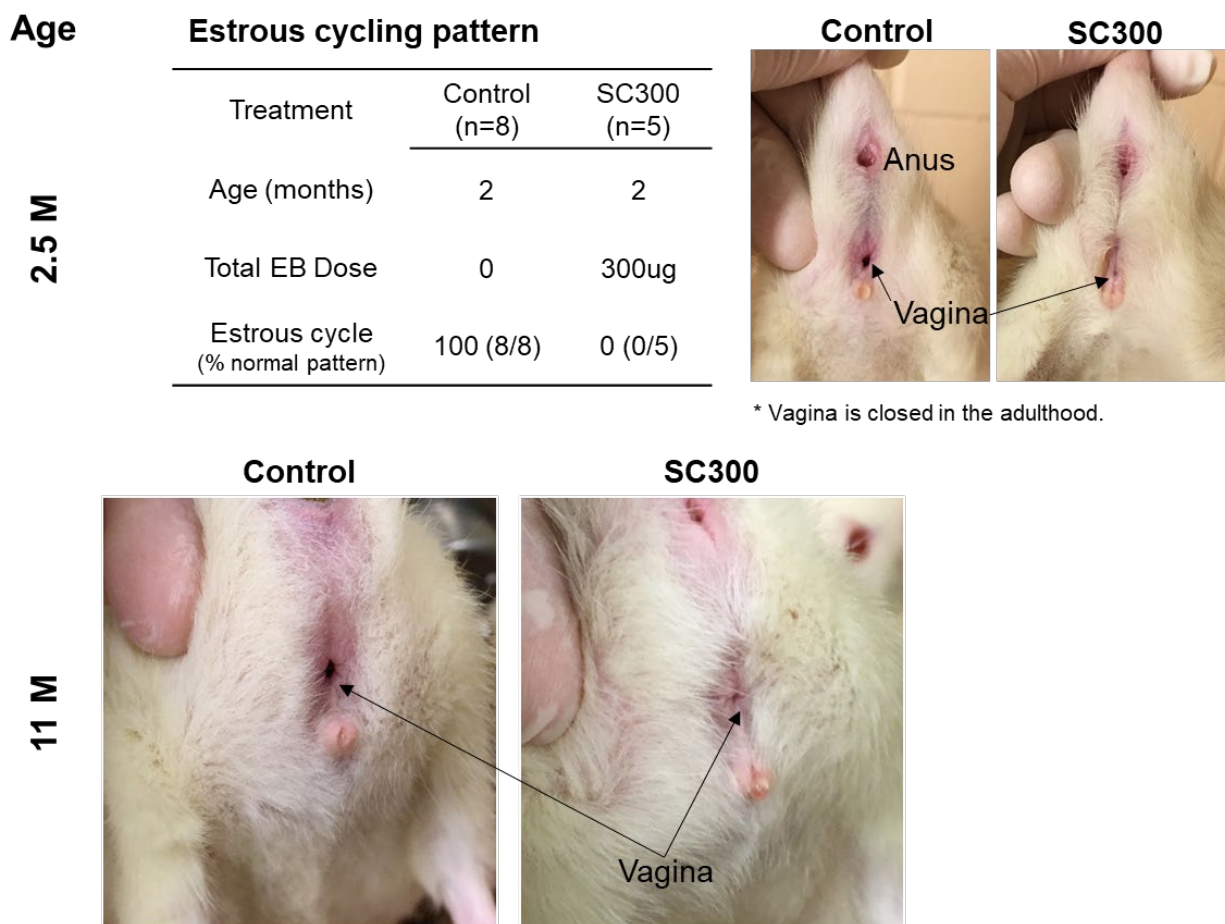

**Supplementary Figure 2. Estrous cycle and vaginal opening of control and SC300 female rats at PND 46 (2.5-month-old) or PND 335 (11-month-old) after birth.**

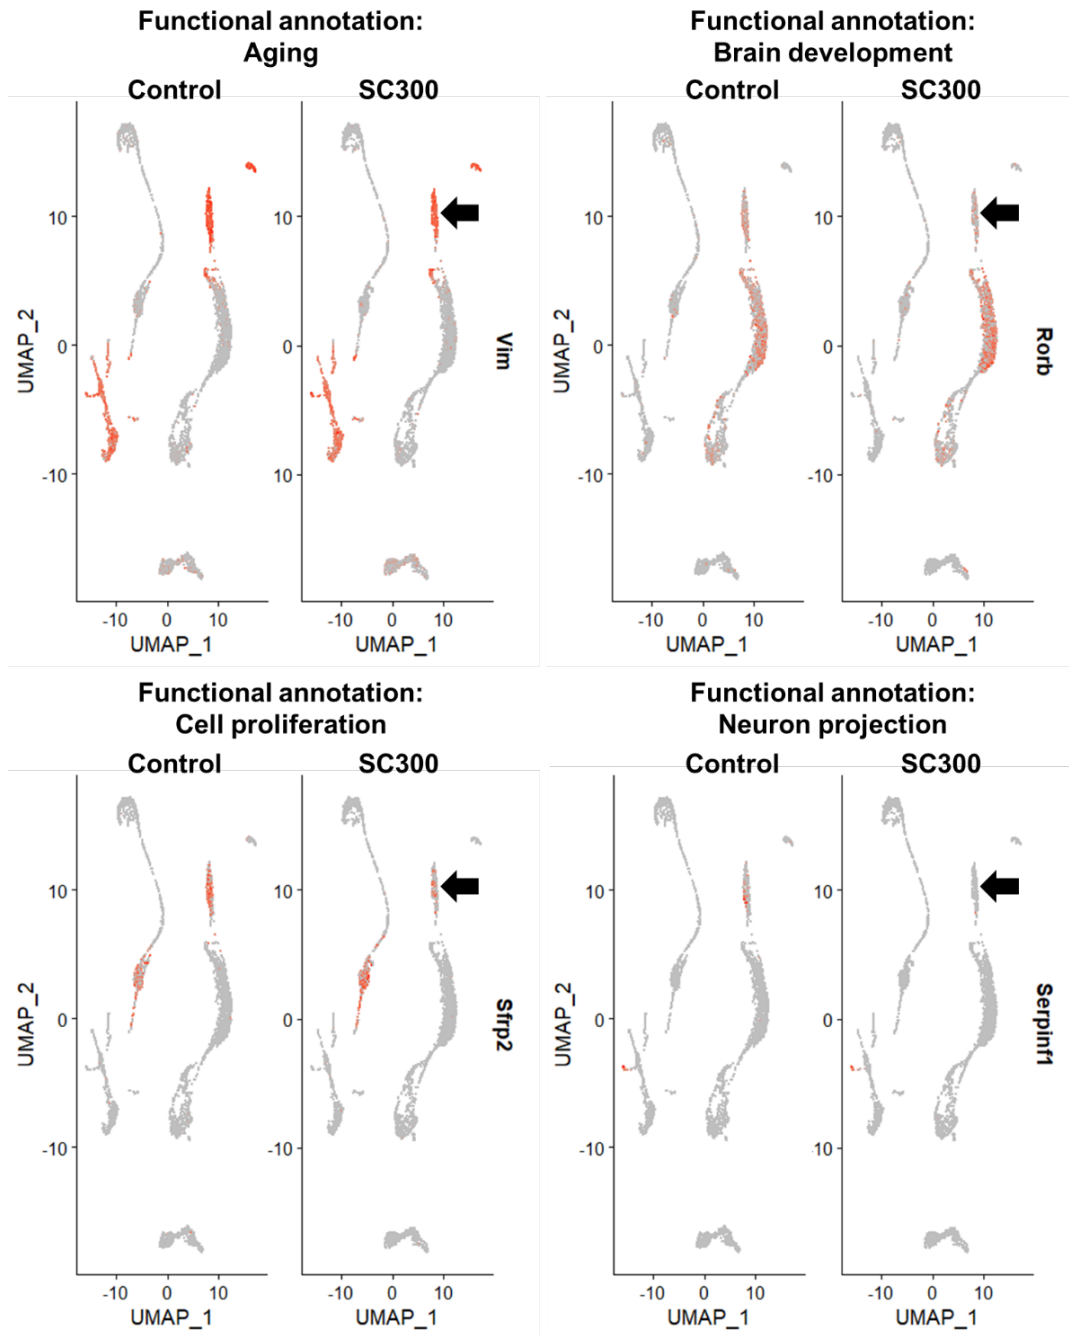

**Supplementary Figure 3. Visualization of gene expression in UMAP clustering of cells from the hypothalamus in Control and SC300 female rats.** Expression patterns for representative down-regulated DEGs in SC300 rats include the following: *Vim*, *Rorb*, *Sfrp2*, and *Serpinf1*. Listed genes are down-regulated specifically in the clusters that have *Kiss1*<sup>+</sup> cells (arrows).

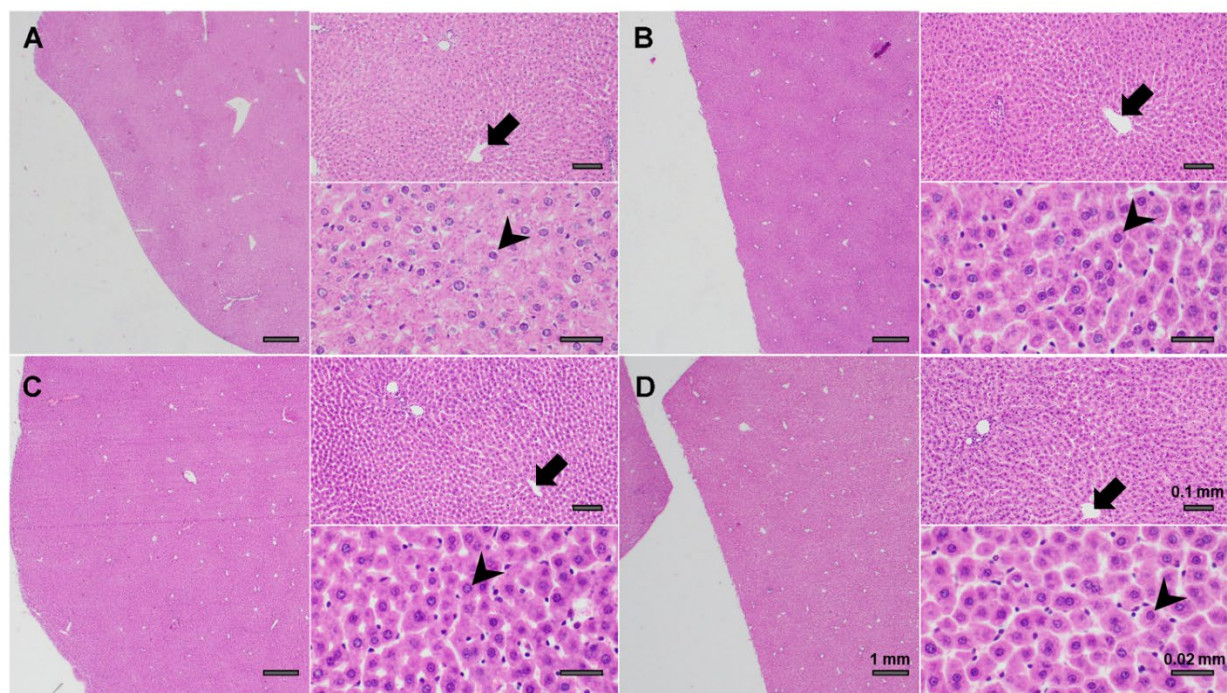

**Supplementary Figure 4. Representative liver histology in Control (A), EBx11 (B), SC30 (C), and SC300 (D) groups. Arrows, central vein, Arrow heads, single hepatocyte.**

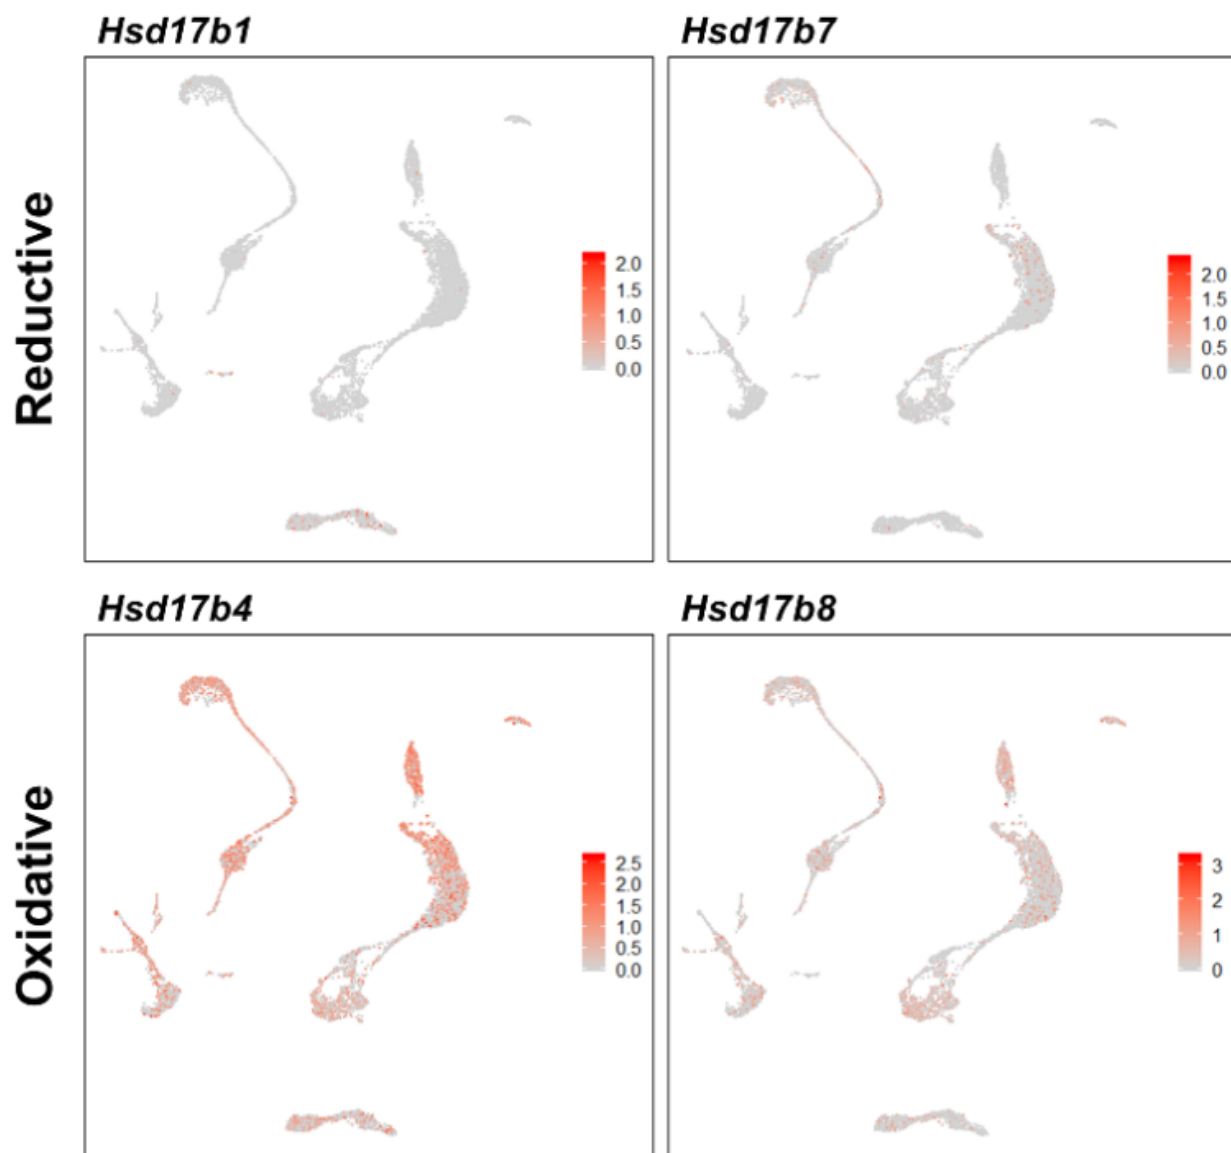

**Supplementary Figure 5. Visualization of reductive and oxidative 17 $\beta$ -HSDs expressions using UMAP clustering of hypothalamic cells.** The relative expression level of each gene was presented by the color gradient (gray-red).

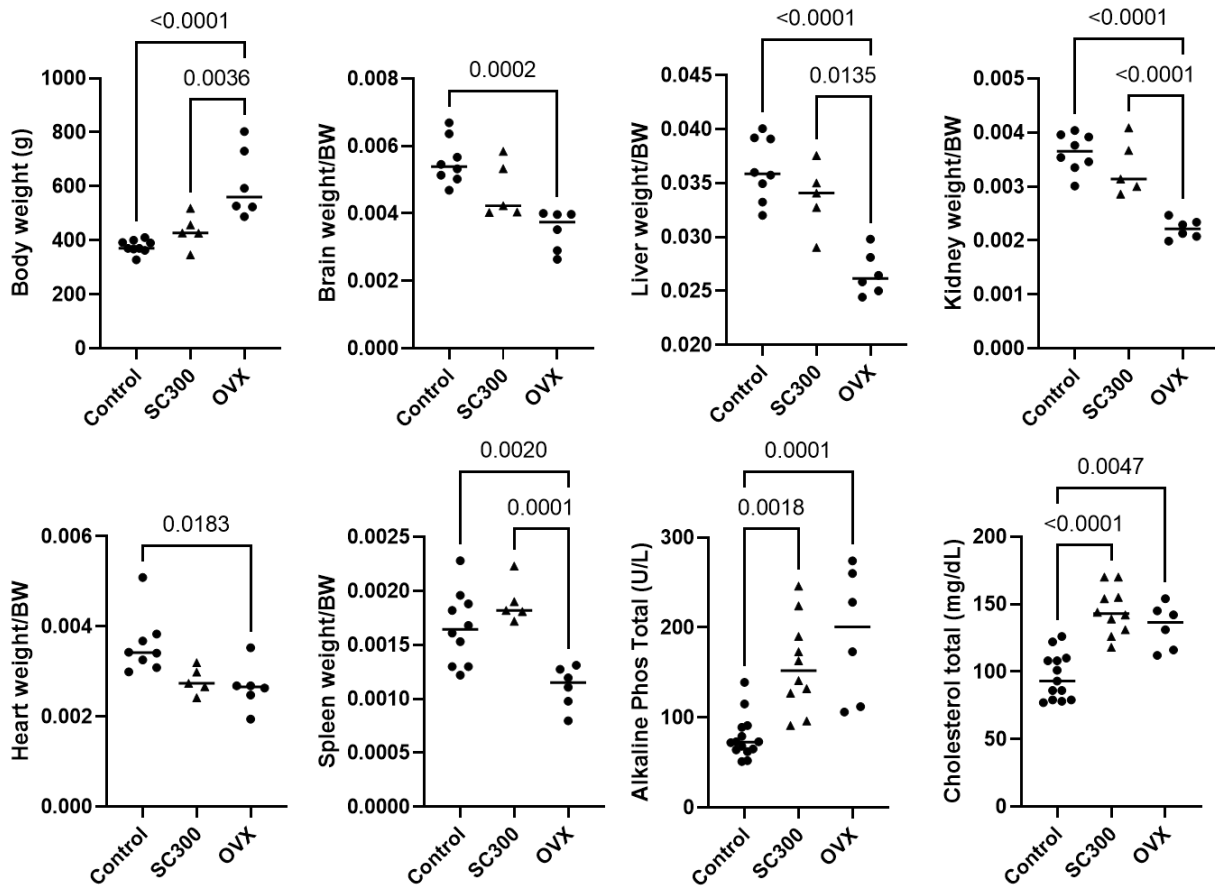

**Supplementary Figure 6.** Body weight (BW), brain weight/BW, liver weight/BW, kidney weight/BW, heart weight/BW, spleen weight/BW of control (n=8), SC300 (n=5), and ovariectomized (OVX; n=6) rats, respectively, and Alkaline Phos Total (ALP) and cholesterol levels of control (n=14), SC300 (n=10), and ovariectomized (OVX; n=6). All animals were euthanized at 6 months of age. Error bars = SD. Significant differences between groups are indicated by *P*-values (One-way ANOVA with Tukey post hoc test).

**Supplementary Table 1.** Serum and hypothalamic E2 levels in female rats (mean  $\pm$ SD).

| Day       | Serum E2 levels (pg/mL) |   |                   |   | Hypothalamic E2 levels ( $\mu$ g/mL) |   |                 |   |
|-----------|-------------------------|---|-------------------|---|--------------------------------------|---|-----------------|---|
|           | Control                 | n | SC300             | n | Control                              | n | SC300           | n |
| <b>0</b>  | 4.0 $\pm$ 3.7           | 4 |                   |   | 1.29 $\pm$ 1.0                       | 4 |                 |   |
| <b>1</b>  | 6.1 $\pm$ 2.3           | 4 | 712.3 $\pm$ 81.3  | 6 | 1.64 $\pm$ 0.3                       | 4 | 44.1 $\pm$ 9.6  | 4 |
| <b>2</b>  | 14.7 $\pm$ 12.6         | 6 | 737.9 $\pm$ 54.2  | 7 | 1.06 $\pm$ 1.1                       | 5 | 41.2 $\pm$ 9.6  | 7 |
| <b>3</b>  | 16.8 $\pm$ 10.2         | 6 | 512.2 $\pm$ 103.7 | 8 | 1.38 $\pm$ 1.0                       | 6 | 31.3 $\pm$ 14.6 | 3 |
| <b>4</b>  | 3.4 $\pm$ 1.6           | 4 | 634.6 $\pm$ 90.1  | 4 | 1.54 $\pm$ 0.2                       | 4 | 4.4 $\pm$ 0.9   | 4 |
| <b>7</b>  | 3.3 $\pm$ 1.4           | 4 | 496.7 $\pm$ 86.6  | 4 | 1.37 $\pm$ 1.8                       | 4 | 1.8 $\pm$ 0.4   | 3 |
| <b>10</b> | 7.3 $\pm$ 2.9           | 3 | 462.4 $\pm$ 27.7  | 4 | 1.28 $\pm$ 1.3                       | 3 | 2.5 $\pm$ 2.3   | 3 |
| <b>21</b> | 4.0 $\pm$ 4.1           | 6 | 89.5 $\pm$ 6.8    | 4 |                                      |   |                 |   |
| <b>30</b> | 2.8 $\pm$ 2.7           | 6 | 33.6 $\pm$ 8.5    | 4 |                                      |   |                 |   |

**Supplementary Table 2.** Serum biochemical parameters in 6-7-month-old female rats (mean  $\pm$ SD).

| Criteria                  | Control (n=14)    | EBx11 (n=6)                    | SC300 (n=10)                   | OVX (n=6)                      |
|---------------------------|-------------------|--------------------------------|--------------------------------|--------------------------------|
| Creatinine (mg/dL)        | 0.5 $\pm$ 0.06    | 0.5 $\pm$ 0.08                 | 0.5 $\pm$ 0.12                 | 0.4 $\pm$ 0.05                 |
| BUN (Urea) (mg/dL)        | 20.1 $\pm$ 5.53   | 23.3 $\pm$ 5.26                | 23.5 $\pm$ 2.66                | 18.2 $\pm$ 0.98                |
| Total Protein (g/dL)      | 7.7 $\pm$ 0.43    | 7.1 $\pm$ 0.15                 | 7.1 $\pm$ 0.48                 | 6.7 $\pm$ 0.27 <sup>a</sup>    |
| Albumin (g/dL)            | 4.1 $\pm$ 0.31    | 3.6 $\pm$ 0.09                 | 3.6 $\pm$ 0.26                 | 3.7 $\pm$ 0.10                 |
| Globulin (g/dL)           | 3.5 $\pm$ 0.27    | 3.5 $\pm$ 0.18                 | 3.5 $\pm$ 0.46                 | 2.9 $\pm$ 0.21                 |
| Albumin/Globulin Ratio    | 1.2 $\pm$ 0.11    | 1.1 $\pm$ 0.08                 | 1.1 $\pm$ 0.14                 | 1.3 $\pm$ 0.10                 |
| Calcium (mg/dL)           | 12.5 $\pm$ 0.67   | 12.4 $\pm$ 0.27                | 12.8 $\pm$ 0.98                | 12.9 $\pm$ 0.36                |
| Phosphorus (mg/dL)        | 9.0 $\pm$ 0.72    | 9.0 $\pm$ 0.73                 | 9.5 $\pm$ 2.99                 | 8.5 $\pm$ 0.79                 |
| Sodium (mmol/L)           | 145.1 $\pm$ 2.20  | 146.8 $\pm$ 1.92               | 148.4 $\pm$ 3.85               | 147.5 $\pm$ 0.55               |
| Potassium (mmol/L)        | 7.3 $\pm$ 1.24    | 7.8 $\pm$ 0.51                 | 7.3 $\pm$ 1.73                 | 6.2 $\pm$ 0.57                 |
| Chloride (mmol/L)         | 97.5 $\pm$ 2.18   | 100.0 $\pm$ 1.10               | 100.3 $\pm$ 2.00               | 99.5 $\pm$ 1.05                |
| Glucose (mg/dL)           | 286.4 $\pm$ 90.21 | 320.3 $\pm$ 58.81              | 306.1 $\pm$ 42.39              | 367.2 $\pm$ 46.23              |
| ALP (U/L)                 | 78.1 $\pm$ 24.17  | 149.2 $\pm$ 58.34 <sup>a</sup> | 143.4 $\pm$ 43.35 <sup>a</sup> | 192.2 $\pm$ 73.21 <sup>a</sup> |
| ALT (SGPT) (U/L)          | 52.3 $\pm$ 14.72  | 62.5 $\pm$ 16.07               | 71.2 $\pm$ 43.85               | 54.8 $\pm$ 7.28                |
| AST (SGOT) (U/L)          | 98.6 $\pm$ 41.85  | 113.8 $\pm$ 31.89              | 132.3 $\pm$ 85.3               | 86.8 $\pm$ 26.13               |
| GGT (U/L)                 | 0.7 $\pm$ 0.63    | 1.5 $\pm$ 0.84                 | 1.4 $\pm$ 1.49                 | 0.0 $\pm$ 0.00                 |
| Total Bilirubin (mg/dL)   | 0.2 $\pm$ 0.05    | 0.2 $\pm$ 0.05                 | 0.2 $\pm$ 0.00                 | 0.2 $\pm$ 0.05                 |
| Cholesterol total (mg/dL) | 104.4 $\pm$ 34.34 | 134.2 $\pm$ 17.82              | 140.6 $\pm$ 16.49 <sup>a</sup> | 133.3 $\pm$ 16.73 <sup>a</sup> |
| Triglycerides (mg/dL)     | 202.0 $\pm$ 91.46 | 195.3 $\pm$ 83.76              | 159.8 $\pm$ 32.25              | 356.0 $\pm$ 72.55 <sup>a</sup> |
| Bicarbonate (mmol/L)      | 23.9 $\pm$ 3.70   | 24.7 $\pm$ 4.82                | 24.8 $\pm$ 6.42                | 30.2 $\pm$ 3.66                |
| Anion Gap                 | 31.0 $\pm$ 4.30   | 30.0 $\pm$ 3.54                | 30.4 $\pm$ 10.27               | 24.2 $\pm$ 4.07                |

<sup>a</sup> Significantly different from Control (One-way ANOVA,  $P < 0.05$ )

**Supplementary Table 3.** Complete blood count parameters for 6-7-month-old female rats(mean  $\pm$ SD).

| Criteria                                             | Control (n=12)     | EBx11 (n=5)                   | SC300 (n=7)        | OVX (n=6)         |
|------------------------------------------------------|--------------------|-------------------------------|--------------------|-------------------|
| Red Blood Cells ( $\times 10^6/\mu\text{l}$ )        | 7.63 $\pm$ 0.47    | 8.01 $\pm$ 0.44               | 7.83 $\pm$ 0.70    | 8.30 $\pm$ 0.51   |
| Hemoglobin (g/dL)                                    | 13.98 $\pm$ 0.99   | 15.12 $\pm$ 0.61              | 14.81 $\pm$ 1.39   | 15.48 $\pm$ 0.69  |
| Hematocrit (%)                                       | 43.16 $\pm$ 2.81   | 47.36 $\pm$ 1.37              | 46.04 $\pm$ 4.27   | 47.80 $\pm$ 0.02  |
| Platelets ( $\times 10^3/\mu\text{l}$ )              | 854.08 $\pm$ 91.20 | 759.4 $\pm$ 69.76             | 932.57 $\pm$ 92.29 | 976.6 $\pm$ 54.78 |
| MCV (fl)                                             | 56.55 $\pm$ 1.53   | 59.21 $\pm$ 2.34 <sup>a</sup> | 58.80 $\pm$ 1.68   | 57.56 $\pm$ 1.18  |
| MCHC (g/dL)                                          | 32.34 $\pm$ 0.50   | 31.92 $\pm$ 0.62              | 32.20 $\pm$ 0.50   | 32.42 $\pm$ 0.55  |
| White Blood Cell Count ( $\times 10^3/\mu\text{l}$ ) | 7.99 $\pm$ 2.80    | 8.33 $\pm$ 2.38               | 10.65 $\pm$ 2.56   | 8.06 $\pm$ 3.39   |

<sup>a</sup> Significantly different from Control (One-way ANOVA,  $P < 0.05$ )

How the deposited data were processed for this re-analysis (not part of the article)

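Gene expression in single cells was measured by droplet-based 3′ RNA sequencing of hypothalamic tissue from female rats at PND 29, in 1 library of Control rats and 1 library of SC300 rats, each from tissue pooled from 3 rats. The conditions were taken from the sample labels and from Rat experiment 8 of the methods. The remaining measurements of the paper (hormones, immunostaining, body weights, fertility) were not analysed here.

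The authors demultiplexed the reads, assigned them to cell barcodes and UMIs, called cells and deposited the resulting counts of UMIs per gene and cell with Cell Ranger, without normalization. The methods name version 3.0.2 for demultiplexing, and the file headers name 3.0.1. Reads had been aligned to the Ensembl rat transcriptome with default parameters, and both libraries list the same 32883 genes. The methods also name a step that merges samples, and the paper's text does not say whether it changed the counts of each library. Gene names and identifiers were used as the files give them, and positions in the genome were not used.

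Cells with at least 200 detected genes were kept, and genes detected in at least 3 cells entered the clustering. Counts were log-normalized to 10000 UMIs per cell. Of 2000 variable genes, 295 were left out, which were those over 1.5-fold apart between the libraries in the first-pass cluster with the most *Kiss1* UMIs, those over 1.5-fold apart in the same direction in at least 0.5 of the first-pass clusters with 50 UMIs or more, and the genes printed in Fig. 6C. The remaining 1705 genes gave 30 principal components, a shared-neighbour graph and clusters at a resolution of 0.7. Neighbours were found in the principal components, and clustering on the UMAP embedding, which the methods name, was run as an alternative. Doublets were called with Scrublet for each library and kept. The clustering was run with Seurat 5.3.0 in R 4.3.3 (Matrix 1.6.5, uwot 0.2.3, irlba 2.3.5.1). Sums, intervals and doublet calls were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scanpy 1.11.5.

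Clusters were named by marker lists. A name needed at least 3 markers at 10 CPM or more and 2-fold above the other clusters. Where several lists passed, the list with the most markers among the 10 leading genes of the cluster at 50 CPM or more was taken, and then the list with the highest mean log2 fold. This order of criteria replaced a first version by mean fold alone, which had left the tanycyte-like cluster unnamed, and it was therefore set with the data in view. All names are rebuilt and need not match the identities used by the authors.

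UMIs were summed per gene over the cells of a cluster or class in each library and scaled to CPM, and SC300 was compared with Control as a log2 ratio. With 1 library per condition no test was made, and no *P*-value, standard error or number of changed genes was derived from cells. Intervals are exact 95% intervals (Poisson for CPM, Clopper-Pearson for shares, conditional binomial for ratios of CPM) and cover counting error only. The interval of a ratio of shares runs between the quotients of the opposite limits of both shares and is wider than 95%. After the values were seen, the conditional binomial interval was added beside it. A count of 0 was set to 3 UMIs, and such a ratio is a bound. Shares of cells were compared with and without thinning of each cell to 2000 UMIs. The depth was 51382276 UMIs in the Control cells and 56390355 UMIs in the SC300 cells that were kept.

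The cluster with the most *Kiss1* UMIs, both libraries summed, was set to stand for cluster 6 of the paper, with the tanycyte-like clusters as an alternative. Genes were named by a fixed rule. It covered every gene the paper names with the single-cell data, *Tac3*, *Pdyn*, *Esr1* and *Esr2*, and the 10 genes with the largest ratio in each direction among genes with at least 100 UMIs in the cluster. The rule was also applied to the tanycyte-like cluster. Genes outside it are marked as chosen after their values were seen. Lists of genes for the circadian clock in phase with *Dbp* and in the opposite phase, immediate-early genes, interferon response, haemoglobin, RT1 genes and kisspeptin neurons were described by the median log2 ratio of members with at least 50 UMIs. Its percentile was taken among 10000 random lists matched on mean expression in 20 bins. These draws ignore that the genes of a list can lie in the same cells.

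The comparisons, the rule for the *Kiss1* cluster, the rule for named genes, the markers, the lists and all alternatives but 1 were set before the data were examined. The alternatives were all variable genes in the clustering, resolutions of 0.4 and 1.0, 20 principal components, neighbours in the UMAP embedding, each library clustered on its own, limits of 20% and 10% mitochondrial UMIs, doublets left out, the tanycyte-like clusters, at least 1 *Kiss1* UMI, thinned cells, other scalings, every cell weighted alike, and other minimum counts. The alternative chosen after seeing the data left 477 variable genes out, adding those over 1.5-fold apart in the first-pass cluster with the most *Kiss1*-positive cells.

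The ratios and the lists were tested on simulated data with the depth of the tanycyte-like cluster. Of 200 genes changed 2-fold among 6433, 194 were recovered, the intervals covered the simulated ratio for 96.0% of the genes, and 46 of 50 unchanged lists fell within the middle 95% of random lists. The counts were drawn for each gene on its own from a Poisson distribution, the model behind the intervals, so a coverage near 95% follows from the set-up. UMIs held by a few cells, genes expressed together and variation between rats were not simulated. The simulation therefore does not show how the intervals and percentiles behave under them. The paper's differential expression test over cells, its functional annotation and its code repository were not used here.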

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

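The tests of few *Kiss1* neurons, of the mix of cell classes, of genotypes, of few *Pmch* neurons and of free *Pmch* RNA were all chosen after the results were seen.

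The paper describes *Kiss1* cells in its cluster 6, while the largest number of *Kiss1* UMIs lay elsewhere, with 833 Control and 307 SC300 UMIs in the main neuron-like cluster. A few cells may decide these sums, since 5 cells held 94.6% of the Control UMIs. The cells with both *Kiss1* and *Tac3* above the threshold numbered 5 of 353 in Control (1.42%, 0.461–3.27) and 2 of 325 in SC300 (0.615%, 0.0746–2.21), so the shares overlap within counting error. All 5 Control cells and 1 of the 2 SC300 cells also had UMIs of *Esr1*, and the same numbers hold for *Pdyn* and for *Sox14*. *Kiss1*-positive neuron-like cells without a *Tac3* UMI went the other way, with 2 in Control and 17 in SC300. The unnamed cluster led by neuronal genes added 40 Control and 47 SC300 *Kiss1* UMIs, with 2 and 1 cells past both thresholds. The list of genes for kisspeptin neurons, of which the study picked *Kiss1* from these libraries, had a median log2 ratio of −0.86 over all cells, with 4 of 6 measured genes lower (percentile 0). Genes of kisspeptin neurons share the few cells counted above, and the random lists are matched on mean expression only. The percentile is therefore not separate evidence from those cells. With 1 pool per group, a lower number of such neurons in SC300 and a different yield of the ARC at dissection both stay open, and neither was tested.

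*Fam111a* (ENSRNOG00000012067) and *RGD1309362* (ENSRNOG00000038960), which the paper does not discuss, differed between the libraries over all cells. They were chosen after their values were seen, as were *LOC100911991*, *Arl16* and *Ccdc77*. *Fam111a* had 20 Control and 2201 SC300 UMIs, a log2 ratio of 6.65 (6.02 to 7.36). *RGD1309362*, also called *Ifgga1*, had 0 Control and 767 SC300 UMIs. With the 0 set to 3 UMIs it was 233-fold higher in SC300, a log2 ratio of 7.86, and the lower 95% limit of this log2 ratio was 7.56. *LOC100911991* had 243 and 1455 UMIs (log2 ratio 2.45, 2.25 to 2.65), *Arl16* 2183 and 749 (−1.68, −1.80 to −1.56), and *Ccdc77* 956 and 323 (−1.70).

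The tables argue against another mix of cell classes as the reason, since the difference was found inside classes. *Arl16* was lower in 10 of 10 classes, and its highest log2 ratio was −1.32. *Fam111a* was higher in 8 of 8 classes, *LOC100911991* in 9 of 9 and *RGD1309362* in 5 of 5. *Ccdc77* was lower beyond counting error in 8 of 9. Different genotypes of the pooled rats might give such ratios, and the lowest log2 ratio of *Fam111a* inside a class was 3.19, in macrophage-like cells with 16 Control UMIs. Genotype and treatment cannot be told apart for these genes, because each treatment has 1 pool of rats and the files hold no sequence. An effect of EB stays among the open explanations, as untested.

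*Pmch*, which the paper does not discuss and which had the highest ratio of the main neuron-like cluster, had 29 Control and 38817 SC300 UMIs in neuron-like cells, a log2 ratio of 10.34 (9.82 to 10.92). A few neurons may carry the difference, since 3 SC300 cells held 99.6% of these UMIs. *Hcrt* went the same way, with 1154 and 11310 UMIs (log2 ratio 3.25), and 3 cells held 98.6% and 99.6% of them. Cells with a *Pmch* UMI were also more frequent in SC300 among neuron-like cells, at 5.10% in Control and 32.9% in SC300 with medians of 29267 and 30899 UMIs. Free *Pmch* RNA in the droplets is a candidate explanation for this. After thinning to 2000 UMIs, microglia-like cells had a *Pmch* UMI in 1.78% of Control and 5.62% of SC300 cells, and mature oligodendrocyte-like cells in 1.11% and 2.17%. The thinned shares of neuron-like cells, 1.14% and 1.85%, were no higher. The capture of a few lateral hypothalamic neurons by a different dissection and an effect of EB were not tested and stay open.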

How the results depend on the processing

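No test in this section was chosen after a result was seen, and 1 alternative was, the clustering without 477 variable genes. No paired analysis was possible because each group has 1 library. The 29 results that answer a comparison had 164 values under the alternatives. Of these, 145 moved by less than counting error and 19 by more. The sign changed in 14 of them, in 10 results, all with an interval that includes 0. With conditional binomial intervals for ratios of shares, added after the values were seen, 143 moved by less, 19 by more and 2 reversed. Both were values of the *Kiss1*-positive cells of the cluster with the most *Kiss1* UMIs, 1.53 (0.22 to 3.02) in the main setting, and come from alternatives in which another cluster is chosen. The 81 other results, single genes and classes, had 578 values, of which 519 moved by less than counting error and 49 by more, and 10 reversed from an interval that excludes 0. Where a value is given for an alternative below, the cause was not tested unless it is named.

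The log2 ratio of the size of the tanycyte-like cluster stayed between −0.76 and −0.69 under 9 alternatives. That of its *Kiss1*-positive cells stayed between −0.72 and −0.18 under 11, and that of its *Kiss1* CPM between −0.73 and −0.44 under 12. The limit of 10% mitochondrial UMIs gave no tanycyte-like cluster and therefore no value. The log2 ratio of the size of the cluster with the most *Kiss1* UMIs ran from −0.74 to 0.066 under 10 alternatives and kept its sign in 8, and that of its *Kiss1*-positive cells kept its sign in 10 of 12.

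With the tanycyte-like clusters in place of the cluster with the most *Kiss1* UMIs, the log2 ratio was −0.74 for the size, −0.46 for the *Kiss1*-positive cells and −0.49 for *Kiss1* CPM, because other cells are counted. *Serpinf1* was −5.51 there, against 1.84 in the neuron-like cluster. *Tac3* was 1.89 there, and 1.96 in the cluster chosen under the limit of 10%, against −1.99. A library at 0 UMIs is set to 3 in both, so these values of *Tac3* give no direction.

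The cluster with the most *Kiss1* UMIs under the limit of 10% was ependymal cell-like, with 44 Control and 33 SC300 cells. Its log2 ratio was −1.17 for the *Kiss1*-positive cells and −0.87 for *Kiss1* CPM. Under this limit, *Hsd17b7* was −0.33 by CPM and −0.49 by share of cells, and the shares of *Hsd17b4* and *Hsd17b8* were both −0.14. The share of mature oligodendrocyte-like cells was −1.46, that of neuron-like cells −0.81 and that of microglia-like cells 0.30. *Kiss1* CPM in the cluster with the most *Kiss1* UMIs was −2.36 at a resolution of 1.0, −2.74 with neighbours in the UMAP embedding, −1.94 under the limit of 20% mitochondrial UMIs and −2.44 without doublets.

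In the tanycyte-like cluster, weighting every cell alike gave −0.33 for *Vim*, −0.88 for *Rorb* and −3.57 for *Serpinf1*. The limit of 20% gave −7.80 for *Serpinf1*. With all variable genes in the clustering, *LOC103694857* was −1.92, *Hba-a2.1* −1.82 and *Hba-a2* −2.42, and with the alternative chosen after seeing the data −1.91, −1.83 and −2.37. With at least 20 UMIs per class, the median ratio of *Sfrp2* over the other classes was −0.36. The share of cells with *Hsd17b4* was −0.20 after thinning.

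Of the 10 lowest genes of the tanycyte-like cluster, 9 were shared with the list at 50 UMIs, and of the 10 highest, 8. In the tanycyte-like cluster, with 68 and 30 *Kiss1*-positive cells, the difference of their share lay within counting error. *Kiss1* CPM there, from 123 and 71 UMIs, differed beyond it, with a log2 ratio of −0.49 (−0.93 to −0.055). *Hsd17b1* over all cells, with 91 and 108 UMIs, leaves a log2 ratio from −0.30 to 0.53.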

Differences from the paper's values

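No test in this section was chosen after a result was seen. For cell numbers and their shares, a gap counts as closed where both values lie within 1.5-fold of each other. The cluster with the most *Kiss1* UMIs was neuron-like, while the paper's cluster 6 included cells with ependymal and astrocyte markers. The gaps in cell numbers and shares therefore set different cell types side by side, and the tanycyte-like cluster closed each of them. An alternative that closes such a gap with neuron-like cells is no match of the cells. The cluster with the most *Kiss1* UMIs held 302 SC300 cells, against 197 in the paper. Of the alternatives set before the data were examined, the limit of 20% mitochondrial UMIs (233 cells) and the tanycyte-like cluster (185 cells) closed the gap, and the others did not. In the same cluster, 7 Control cells were *Kiss1*-positive, against 68 in the paper, and of the alternatives set before the data were examined only the tanycyte-like cluster (68 cells) closed the gap. For SC300 the numbers were 19 and, in the paper, 30. The tanycyte-like cluster (30 cells) and counting cells with at least 1 *Kiss1* UMI (32 cells) closed this gap, and the other alternatives did not.

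The share of *Kiss1*-positive cells was 2.18% in Control, against 22.14% in the paper. The limit of 10% mitochondrial UMIs (20.5%) and the tanycyte-like cluster (22.4%) closed the gap, and the other alternatives set before the data were examined did not. Under the limit of 10%, the chosen cluster was ependymal cell-like. For SC300 the share was 6.29%, against 15.23% in the paper. The tanycyte-like cluster (16.2%) and counting cells with at least 1 *Kiss1* UMI (10.6%, 7.36–14.6) closed the gap, and the others did not. The counting interval of the value with at least 1 UMI leaves out the paper's share, while that of the limit of 10% mitochondrial UMIs (9.09%, 1.92–24.3) includes it.

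In the tanycyte-like cluster, differences between the natural logs of mean expression were compared with those of Fig. 6C, with the counting error of the mean as the error. For 24 of the 29 genes they lay within it. The difference was 1.29 for *LOC103694857*, against the paper's about −0.92 in Fig. 6C, read by eye. It was 1.15 for *Hba-a2.1*, against about −0.69 in Fig. 6C, read by eye, and 0.852 for *Hba-a2*, against about −0.48 in Fig. 6C, read by eye. Of the alternatives set before the data were examined, all 2000 variable genes in the clustering closed these gaps, with −0.970, −0.707 and −0.475, and the others did not. The clustering without 477 variable genes, chosen after seeing the values, also closed them, with −0.951, −0.704 and −0.466.

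*Col11a2* had a difference of −0.374, against the paper's about −0.57 in Fig. 6C, read by eye. All variable genes (−0.461), 20 principal components (−0.467), neighbours in the UMAP embedding (−0.450) and the limit of 20% mitochondrial UMIs (−0.640) closed the gap, and the other alternatives set before the data were examined did not. The clustering chosen after seeing the values gave −0.453 and closed it as well. *Fth1* had a difference of −0.569, against the paper's about −0.50 in Fig. 6C, read by eye. None of the alternatives set before the data were examined closed this gap.

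Of the 29 genes of Fig. 6C, 27 were lower in SC300 beyond counting error in at least 1 class other than the tanycyte-like cluster, and 19 were over 1.5-fold lower in another class. The count at 1.5-fold does not ask for an interval below 0. Among the 27 are the haemoglobin genes as well as *RT1-A1* and *Ifi27*, which were lower in most classes. From expression projected on its UMAP plots, the paper states that its genes were lower in cluster 6 alone, without change elsewhere. The paper's cut-offs over cells were not applied to the other classes here, so the 2 criteria differ.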

Other observations

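The tests of the *Kiss1* threshold, of class I molecules as a whole and of the interferon response were chosen after the results were seen.

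*Kiss1* UMIs in the tanycyte-like cluster were weighed against free RNA and against kisspeptin neurons placed in that cluster. At 2000 UMIs per cell, 7.27% of the Control cells had a *Kiss1* UMI, above the 0.223% of microglia-like cells beyond counting error, which argues against free RNA as the source. *Snap25* reached 10.2 CPM in the Control cells with a *Kiss1* UMI and 14.4 CPM in the others, which argues against kisspeptin neurons. In cells with a *Kiss1* UMI, *Tac3* had 1 UMI in Control and 0 in SC300, and *Esr1* 1 and 2. Expression of *Kiss1* by the tanycyte-like cells themselves stays a hypothesis, found and tested on the same libraries.

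The share of cells in the tanycyte-like cluster was lower in SC300. A clustering driven by the differing genes is argued against, since the ratio of the shares was 0.604 with each library clustered on its own. A different dissection or yield of cells and an effect of EB were not tested and stay open. The lower share of *Kiss1*-positive cells in SC300 could come from the threshold, which leaves out deep cells with few *Kiss1* UMIs. Without it the log2 ratio was −0.18. For the share of positive cells, the effect of the threshold and a difference in expression cannot be told apart, because the ratios with and without it lie within counting error of 0 and of each other. The thinned cells, which use no threshold on the log-normalized value, gave −0.72, and *Kiss1* CPM, which uses none either, gave −0.49 (−0.93 to −0.055), so the threshold is not the reason for the lower CPM. In cells with UMIs of *Adm*, *Frzb*, *Col25a1* or *Scn7a*, *Kiss1* had 19 Control and 23 SC300 UMIs (log2 ratio 0.77, −0.17 to 1.73). The other cells had 104 and 48 (−0.94, −1.46 to −0.43).

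The cluster was split into cells with and without UMIs of *Adm*, *Frzb*, *Col25a1* or *Scn7a*. The 2 parts held 36.2% and 63.8% of the Control and 29.7% and 70.3% of the SC300 cells. Inside the parts, the highest upper bound of the log2 ratios of *Rorb*, *Sfrp2* and *Serpinf1* was −0.52. A shift between these parts is therefore argued against as the whole reason for these 3 genes. The split pools 4 markers and depends on the depth of a cell. Another mix of tanycyte subtypes inside a part stays open. An effect of EB, a stress response to dissociation and a difference between the pools stay open, as untested. Among the 10 genes with the highest ratios in SC300, 1 had over 0.5 of its SC300 UMIs in 3 cells, which argues against a few cells as the reason for most of them. Of the 10 genes with the lowest ratios, 3 had over 0.5 of their Control UMIs in 3 cells.

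The list of RT1 genes, 3 of which the study picked from these libraries for Fig. 6C, held genes that went both ways. A library-wide difference, such as MHC haplotypes of the pooled rats, is a candidate explanation for *RT1-A1*, which was lower in SC300 in 8 of 8 other classes. Over all cells it had 5346 Control and 213 SC300 UMIs, a log2 ratio of −4.78. A lower expression of class I molecules as a whole is argued against, since *B2m* had a log2 ratio of −0.062. Of 11 class I RT1 genes with at least 50 UMIs, 6 were lower beyond counting error and only *RT1-T24-3* was higher, with a median of −0.10, while 3 of 4 class II genes were higher. Inside classes, class I genes went both ways. *RT1-CE4* was higher in the tanycyte-like cluster (0.28, 0.11 to 0.45). In microglia-like cells 3 of 9 class I genes were lower and 3 higher, with a median of 0.11. All 3 class II genes measured in microglia-like cells were lower, with a median of −2.16. The median of all 15 RT1 genes over all cells was −0.032 (percentile 59.3). Scaling by the median of ratios adds 0.042 to every gene and moves this median to 0.0098 at the same percentile. Its sign is therefore set by the scaling and gives no direction. In the tanycyte-like cluster the median of the list was −0.23 (percentile 3.95). Inside other classes the list was often lower, with medians of −0.33 (percentile 0.02) in astrocyte-like, −0.39 (percentile 0) in endothelial cell-like, −0.57 (percentile 0) in ependymal cell-like, −1.17 (percentile 0) in mature oligodendrocyte-like and −0.42 (percentile 0) in microglia-like cells. In macrophage-like cells it was higher, at 0.34 (percentile 98.1), with 4 class II genes among its 10, so the median over all cells does not stand for the classes. *B2m* ran from −0.44 in newly formed oligodendrocyte-like to 0.11 in mural cell-like cells. Haplotype and treatment have 1 pool each, and an effect of EB stays open.

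Haemoglobin genes, of which the list shares *Hba-a2* and *Hba-a2.1* with Fig. 6C, had a UMI in 97.4% of Control and 79.5% of SC300 tanycyte-like cells. Blood RNA in the droplets is a candidate explanation for this difference, since the share of cells with a haemoglobin UMI was lower in SC300 in 11 of 11 other classes. In microglia-like cells it was 98.5% and 72.9%. The higher sum in SC300 in the tanycyte-like cluster may come from a few cells, since 3 cells held 97.7% of it. Without the 3 cells with the most haemoglobin UMIs in each library, the cluster had 469.9 CPM in Control and 121.9 CPM in SC300. The list had a median log2 ratio of −0.37 (percentile 0.01, 5 genes) over all cells and 3.57 (percentile 100) in the tanycyte-like cluster. No biological explanation was tested.

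*Dbp*, picked by the study, was lower in SC300 in the tanycyte-like cluster. A different time of day at collection stays open. The log2 ratio of *Dbp* reached 0.27 in another class, but this lay within counting error. Of 11 other classes, the interval lay below 0 in 3 and above 0 in 0. Whether a shift in time would move all classes alike cannot be read from 1 pool per group. The clock genes in phase with *Dbp* had a median of −0.16 (percentile 2.25, 9 of 9 genes lower) over all cells. It was −0.95 (percentile 0, 5 of 5 genes lower) in tanycyte-like and 0.29 (percentile 98.8, 0 of 4 genes lower) in microglia-like cells. Those of the opposite phase had a median of −0.16 (percentile 7.43, 5 genes) over all cells and −0.10 (percentile 40.6, 4 genes) in the tanycyte-like cluster. What lowers the clock genes in tanycyte-like cells stays open, and an effect of EB was not tested.

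*Ifi27*, picked by the study, was lower in most classes, and a lower interferon response in SC300 is a candidate explanation. The interferon list without *Ifi27* had a median log2 ratio of −0.32 at percentile 0.08 over all cells. With it the median was −0.34 (percentile 0.04), and 15 of 16 genes were lower. In the tanycyte-like cluster the list had a median of −1.07 (percentile 0, 7 genes). It was not lower in mural cell-like cells, with a median of 0.069 (percentile 83.4, 4 of 11 genes lower), and lay within the range of random lists in macrophage-like cells (−0.27, percentile 21.2, 4 genes), so a like response in every class is not shown. Whether the pools differed in housing, infection or treatment response was not tested.

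Immediate-early genes had a median log2 ratio of −0.15 (percentile 0.03, 12 genes) over all cells and −0.10 (percentile 16.9) in the tanycyte-like cluster. Their medians went both ways between classes, from −0.59 in stromal-like to 0.69 in ependymal cell-like cells.

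In neuron-like cells, *Avp* had 42691 Control and 5636 SC300 UMIs (log2 ratio −2.97), *Oxt* 77245 and 218100 (1.45), and *Trh* 3061 and 480 (−2.72). A few cells held most of several of these sums. The 3 cells with the most UMIs held 84.8% of the Control and 63.0% of the SC300 UMIs of *Avp*, 99.9% and 56.4% of *Oxt*, and 59.5% and 34.0% of *Trh*. *Oxt* and *Avp* UMIs were also found in microglia-like cells, at 9.66% and 30.2% of the cells for *Oxt*. *Oxt* was chosen after its values were seen.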
